# Single-cell RNA-seq reveals novel regulators of human embryonic stem cell differentiation to definitive endoderm

**DOI:** 10.1186/s13059-016-1033-x

**Published:** 2016-08-17

**Authors:** Li-Fang Chu, Ning Leng, Jue Zhang, Zhonggang Hou, Daniel Mamott, David T. Vereide, Jeea Choi, Christina Kendziorski, Ron Stewart, James A. Thomson

**Keywords:** Single-cell RNA-seq, Embryonic stem cells, Mesendoderm, *Brachyury*, Definitive endoderm, Wave-Crest, SCPattern, *KLF8*, CRISPR/Cas9

## Abstract

**Background:**

Human pluripotent stem cells offer the best available model to study the underlying cellular and molecular mechanisms of human embryonic lineage specification. However, it is not fully understood how individual stem cells exit the pluripotent state and transition towards their respective progenitor states.

**Results:**

Here, we analyze the transcriptomes of human embryonic stem cell-derived lineage-specific progenitors by single-cell RNA-sequencing (scRNA-seq). We identify a definitive endoderm (DE) transcriptomic signature that leads us to pinpoint a critical time window when DE differentiation is enhanced by hypoxia. The molecular mechanisms governing the emergence of DE are further examined by time course scRNA-seq experiments, employing two new statistical tools to identify stage-specific genes over time (SCPattern) and to reconstruct the differentiation trajectory from the pluripotent state through mesendoderm to DE (Wave-Crest). Importantly, presumptive DE cells can be detected during the transitory phase from *Brachyury (T)*^*+*^ mesendoderm toward a *CXCR4*^*+*^ DE state. Novel regulators are identified within this time window and are functionally validated on a screening platform with a *T-2A-EGFP* knock-in reporter engineered by CRISPR/Cas9. Through loss-of-function and gain-of-function experiments, we demonstrate that *KLF8* plays a pivotal role modulating mesendoderm to DE differentiation.

**Conclusions:**

We report the analysis of 1776 cells by scRNA-seq covering distinct human embryonic stem cell-derived progenitor states. By reconstructing a differentiation trajectory at single-cell resolution, novel regulators of the mesendoderm transition to DE are elucidated and validated. Our strategy of combining single-cell analysis and genetic approaches can be applied to uncover novel regulators governing cell fate decisions in a variety of systems.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-1033-x) contains supplementary material, which is available to authorized users.

## Background

The three primary germ layers composed of lineage-specific progenitors are critical for the establishment of the embryonic body plan [1–4]. Directional differentiation protocols have efficiently driven human pluripotent stem cells into progenitor populations mimicking those of the embryonic ectoderm, mesoderm, endoderm, and extraembryonic lineages [5–18]. However, it is not fully understood how individual embryonic stem (ES) cells exit the pluripotent state and give rise to lineage-specific progenitors.

Among the three primary germ layers, the definitive endoderm (DE) is the internal layer of the embryonic gut, formed by the recruitment of epiblast cells through the primitive streak. The DE cells give rise to a variety of functional specialized epithelial cell types that line the developing gut tube and contribute to vital organs or tissues such as the lungs, trachea, esophagus, liver, stomach, intestine, thyroid, thymus, and pancreas [1–3]. These endoderm-derived organs support indispensible functions in adults, such as gas exchange in respiration, mechanical and chemical digestion, and blood glucose homeostasis and detoxification. Therefore, human pluripotent stem cell-derived DE cells are an instrumental resource for regenerative medicine [7, 9, 10, 15, 18, 19]. However, the factors governing the transition from epiblast-derived precursors to the DE state is not fully understood.

Mesendoderm represents a transient state, composed of a migratory cell population emerging from the primitive streak. Its emergence is accompanied by the activation of the transcription factor *Brachyury (T)*, which marks the onset of gastrulation [2, 11, 20]. As gastrulation continues, mesendoderm contributes to mesoderm or DE. Once the lineage decision is segregated, *T* expression appears to be continually associated with certain mesodermal derivatives but not DE derivatives [11, 21, 22]. This represents a key developmental juncture when cell fate decisions have been made from a broad multi-potent state (mesendoderm) towards a more restricted state (definitive endoderm). Therefore, we designed our scRNA-seq experiments to detect signals that could promote DE differentiation and then followed up these experiments with a detailed time course to identify the critical time window in which mesendoderm transitions to the DE state.

Standard methods for transcriptome-wide profiling of differentiation involves the collection of thousands to millions of cells for deep sequencing (bulk RNA-seq) at one or several time points. With this approach, cellular heterogeneity cannot be resolved since variably expressed genes will be averaged or – if exclusively expressed in rare cells – completely missed. Single-cell RNA-seq (scRNA-seq), on the other hand, is able to characterize cell-to-cell variation and reveal transcriptomic signatures unique to individual cells [23–25]. Such analyses can provide novel insights into the responses to extrinsic signals and reveal intrinsic factors that control cell fate decisions. These insights can then guide the genesis of more sophisticated differentiation protocols and quality control assays.

To understand the distinctions between DE cells and the other lineage-specific progenitors, we examined their transcriptomes by scRNA-seq. Our analysis revealed a DE-specific signature that is enriched for NODAL and WNT signaling pathways as well as metabolism-related gene expression. The latter category of genes led us to define a time window in which hypoxia could enhance DE marker expression. Based on this observation, we hypothesized that the emergence of nascent DE cells occurs as soon as two days post differentiation from the pluripotent state.

Compared to single time point experiments, time course scRNA-seq has the potential to reveal detailed cell state transitions [26–28]. To pinpoint the exact timing of DE cell emergence, we profiled the transition of single human ES cells to mesendoderm then to the DE state over four days of differentiation. To analyze the transition at the single-cell level, we developed two novel statistical tools. First, SCPattern [29] is used to identify stage-specific genes over time; and second, Wave-Crest is used to reconstruct the differentiation trajectory from the pluripotent state through mesendoderm to DE. Based on this high-resolution temporal reconstruction, we detected presumptive DE cells characterized with *CXCR4* and *SOX17* expression as early as 36 h post differentiation. Focusing on this time point, Wave-Crest identified candidate genes that could function as pioneer regulators governing the transition from mesendoderm to the DE state.

Owing to known technical variability and stochastic expression in single-cell gene expression measurements [30–33], rigorous functional validation of scRNA-seq analyses is essential. In order to specifically validate our analysis, we engineered a *T-2A-EGFP* reporter ES cell line by CRISPR/Cas9-mediated knock-in. Of all the candidate genes tested, we found that siRNA knockdown of *KLF8* rendered one of the most overt delays in differentiation. A converse gain-of-function experiment demonstrated that *KLF8* plays a previously unrecognized role during the transition from a *T*^*+*^ state to a *CXCR4*^*+*^ DE state. Our results reveal that elevated levels of *KLF8* enhance expression of DE markers but not mesodermal genes, suggesting that *KLF8* acts specifically on the transition from mesendoderm to DE but not to mesoderm. Altogether, our study reinforces the importance of combining single-cell analysis and genetic approaches. We believe this strategy could be directly applied to other lineages during any differentiation paradigm to examine cell fate decisions.

## Results

### scRNA-seq reveals a unique endoderm progenitor signature

To begin investigating lineage-specific transcriptomic features at single-cell resolution, we performed a cohort of scRNA-seq experiments profiling snapshots of lineage-specific progenitor cells differentiated from H1 human ES cells using our established differentiation protocols, all adapted to chemically-defined culture conditions [17, 20, 34, 35]. In order to obtain a high purity of lineage-specific progenitors, cells were enriched by fluorescence-activated cell sorting (FACS) with their respective markers (see details in “Methods” and Additional file 1: Figure S1). Progenitors differentiated from human ES cells included neuronal progenitor cells (NPCs, ectoderm derivatives, n = 173), DE cells (endoderm derivatives, n = 138), endothelial cells (ECs, mesoderm derivatives, n = 105), and trophoblast-like cells (TBs, extraembryonic derivatives, n = 69). Single undifferentiated H1 (n = 212) and H9 (n = 162) human ES cells and human foreskin fibroblasts (HFFs, n = 159) were also included as controls. In total, 1018 single cells were analyzed in this cohort of experiments (Fig. 1a and Additional file 1: Figure S1).

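Bulk RNA-seq averages the RNA of many cells, whereas scRNA-seq reads each cell on its own. The bulk libraries therefore give levels with replicates, and the single cells give the share of cells behind those levels. H1 and H9 are established human ES cell lines, and HFFs were the comparison not derived from ES cells. The bulk set held 19 libraries, with 4 of H1 cells, 3 each of H9 cells, HFFs and ECs, and 2 each of DE cells, NPCs and TBs. DE cells were sorted for CXCR4 at day 5, ECs for PECAM1 and CD34 at day 5, TBs for TROP2 at day 5 and NPCs for a *SOX2* reporter at day 7. *CXCR4*, *PECAM1*, *CD34* and *SOX2* were thus gates of the sorts as well as markers. Single cells were captured in batches of 64 and 74 DE cells, 64 and 41 ECs, 60, 78 and 74 H1 cells, 87 and 75 H9 cells, 49, 79 and 31 HFFs, 86 and 87 NPCs, and 69 TBs in a single batch. Values are expected counts from RSEM, which divides reads that align to several genes among them. Bulk totals were 28071724 and 31426531 in the DE libraries, 25098969 and 28878268 in the NPC libraries and 20619719 and 27027740 in the TB libraries. They ranged from 26186607 to 29122213 in ECs (median 27259282), from 10020618 to 10909816 in H1 cells (median 10462173.5), from 25710678 to 30047839 in H9 cells (median 29293808) and from 26799371 to 28190251 in HFFs (median 27329730). Totals per single cell ranged from 1457246 to 7062659 in DE cells (median 4137427), from 1356506 to 12204433 in ECs (median 5715709) and from 444747 to 10102666 in H1 cells (median 3562502). They ranged from 1432971 to 11715605 in H9 cells (median 4640837), from 2129813 to 10265022 in HFFs (median 5909267), from 928316 to 6653403 in NPCs (median 3241574) and from 1146735 to 7203907 in TBs (median 4431473). Counts were scaled by median-by-ratio normalization, and a cell was counted as expressing a gene at a normalized expected count of 1 or more. A share of 0 among 138 DE cells has an upper 95% limit of 2.64%, which covers counting error only. The libraries carry no unique molecular identifiers. Bulk libraries of each progenitor were compared with the mean of the log2 levels of the other 6 groups, and those of H1 cells with the mean of DE cells, ECs, NPCs and TBs, by edgeR's quasi-likelihood test over 16377 genes. A gene can lie above such a mean while another group has more of it. The counts of the single cells were also summed by batch, and the batches of DE cells were compared with the mean of the other 6 types over 17647 genes. At an adjusted p under 0.05, 4693 genes were higher and 3702 lower in bulk DE cells, 5714 and 5151 in ECs, 5395 and 4726 in NPCs, 5179 and 4675 in TBs, and 5861 and 5696 in H1 cells. In the batch sums, 1673 genes were higher and 466 lower in DE cells, against 1942 and 1287 by DESeq2, and 1357 changed in all without DE batch 1. The H1 libraries differed from each other by 1.29 to 1.92 times the counting noise, and the libraries of the other groups by 10.4 to 128.8 times. No record states that the libraries of a group came from separate cultures, so the p values measure the spread between libraries, which may be technical. The sample records and the methods differ on the kit of the bulk libraries and on the insulin in the NPC medium.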

**Fig. 1:**
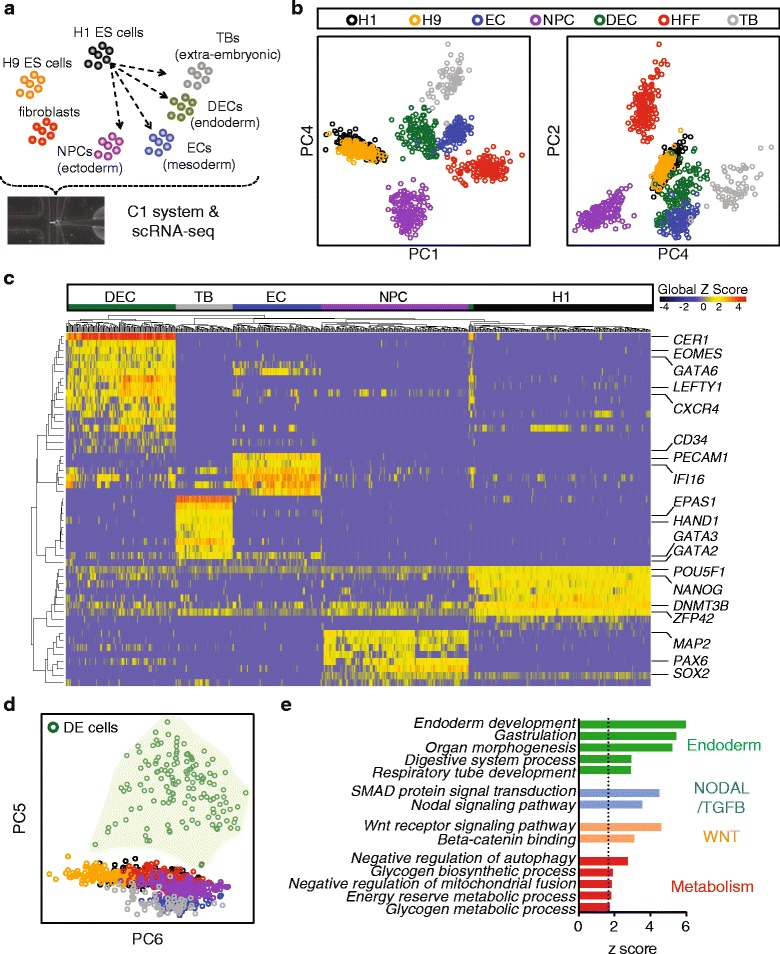
Snapshot scRNA-seq analysis of human ES-derived progenitors. **a** Schematics of experimental strategy. Human ES-derived lineage-specific progenitors were profiled at the single-cell resolution. **b** Principal component analysis (PCA) of all the cell types profiled. Shown are PC4 vs. PC1 and PC2 vs. PC4. **c** Hierarchical clustering analysis of progenitors differentiated from H1 cells with selected lineage-specific markers shown on the *right*. **d** PCA of all the cell types profiled, shown are PC5 vs. PC6. The *light green shade* highlights all the single DE cells. **e** Enrichment analysis of PC5 shown in (**d**). Bar graph shows the significant z scores of selected GO terms. Summary on collections of GO terms are shown on the *right. Dashed line* indicates statistical significant threshold at z score = 1.62 (one tailed *p* value <0.05). *NPC* neuronal progenitor cell, *DEC* definitive endoderm cell, *EC* endothelial cell, *TB* trophoblast-like cell, *HFF* human foreskin fibroblasts

To elucidate the distinctions between different lineages, we conducted bulk-projected principal component analysis (PCA), which projects individual cells on bulk RNA-seq defined principal component (PC) axes (see details in “Methods”). 

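Cells of each lineage lay beside cells of the same lineage when all were placed on axes drawn from the bulk libraries. NPCs, TBs and HFFs had neighbors of their own type alone (100% in each). The axes were the principal components of the 19 bulk libraries, and each single cell was projected onto them. For every cell, the 10 nearest cells over the first 5 components were found. With H1 and H9 cells joined as ES cells, 1016 of 1018 cells (99.8%) had most of their neighbors in their own type.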

The majority of the single cells cluster according to their respective developmental lineages (Fig. 1b). 

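Undifferentiated H1 and H9 cells were intermingled. Of the nearest neighbors of H1 cells, 60.4% were H1 cells and 39.6% H9 cells. Of the nearest neighbors of H9 cells, 53.1% were H9 cells and 46.9% H1 cells. ES cells were also close to each other. The median distance of a cell to the center of its type on the first 5 components was 4.88 in H1 cells, 4.63 in H9 cells and 4.72 in NPCs. It was 6.91 in HFFs, 8.08 in ECs, 9.26 in TBs and 12.3 in DE cells. The median rank correlation between cells of the same batch ranged from 0.648 to 0.713 over the 3 batches of H1 cells and was 0.665 and 0.692 in the batches of H9 cells. In the batches of the other types it was 0.548 to 0.624.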

The tight clusters of overlapped H1 and H9 single cells indicated the relative homogeneity of human ES cells compared to the rest of the progenitors. 

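ECs arise from mesoderm and DE cells from endoderm, and the populations share some regulators. *SOX17*, which encodes a transcription factor of endoderm and of developing vessels, was expressed in 91.3% of DE cells (mean normalized count 153.6) and in 57.1% of ECs (mean 70.9). It was expressed in none of the cells of the other 5 types. *GATA6*, an endoderm and mesoderm regulator, was expressed in 26.7% of ECs, 14.5% of TBs and 7.55% of HFFs. *CXCR4*, a chemokine receptor, was expressed in 36.2% of ECs and also in 62.4% of NPCs. Few cells of these lineages lay beside each other on the first 5 components. These include component 5, on which the bulk DE libraries lay 10.35 SD from the mean of the other bulk libraries. On components 1, 2 and 4, which Fig. 1b shows, the bulk DE libraries lay within 0.588 SD of that mean. Neighbors without component 5 were not counted, so the shares that follow do not bear on an overlap in that figure. Of the nearest neighbors of DE cells, 98.2% were DE cells, 1.0% ECs and 0.797% ES cells. Of those of ECs, 99% were ECs and 0.476% DE cells. Of 18 mesoderm genes listed in advance, 14 were higher and 1 lower in bulk DE cells (14 and 1 when adjusted over the list alone). The list stood above the other genes by limma's camera test (adjusted p = 0.00113, and adjusted p = 0.137 with an estimated correlation). *APLNR*, which encodes the apelin receptor, had a normalized count of 2080 ± 1498 (SD, n = 2) in DE cells, 19505 in ECs and 163.2 or fewer in each other group (log2 fold change of DE cells 7.00, adjusted p = 1.01e-09). *HAND1*, a regulator of mesoderm and trophoblast, had 694 ± 505 (SD, n = 2) in DE cells, 10638 in TBs and 13 or fewer elsewhere. Of 22 endothelial genes, 7 were higher and 3 lower in DE cells, with 7 and 3 adjusted over the list alone.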

NPCs (ectoderm), TBs (extraembryonic), and HFFs (fibroblasts) were distantly positioned on the PCA plot while ECs and DE cells showed some overlapped domains, suggesting a closer lineage relationship. This result is consistent with the notion that mesoderm and DE cells may arise from a common progenitor pool during development and differentiation [20, 36, 37]. Hierarchical clustering analysis of key lineage markers further demonstrates distinct but rather uniform expression within each progenitor state (Fig. 1c). Specifically, all of the single undifferentiated H1 cells uniformly expressed high levels of pluripotency markers including *POU5F1*, *NANOG*, *DNMT3B*, and *ZFP42 (REX1)*. By contrast, NPCs are enriched for the expression of *SOX2*, *PAX6*, and *MAP2*; ECs are enriched for *PECAM1* and *CD34*; TBs are enriched for *GATA3* and *HAND1*; and DE cells are enriched for *CER1*, *EOMES*, *GATA6*, *LEFTY1*, and *CXCR4* (Additional file 2: Table S1). These analyses indicate that scRNA-seq of the progenitors is competent to reveal lineage-specific transcriptomic features.

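Pluripotency rests on a small set of transcription factors and on DNA methyltransferases. All 212 H1 cells expressed *POU5F1*, *NANOG*, *DNMT3B* and *ZFP42*, and none of the shares was lower in H9 cells. *POU5F1*, which encodes the central factor OCT4, also passed the threshold of 1 in 100% of HFFs, so its level and not its share set H1 cells apart. Its mean was 511 in H1 cells, 216 in DE cells and 67.7 in HFFs. *NANOG*, a factor that holds cells in the undifferentiated state, had means of 1044 in H1 cells and 30.3 in HFFs. For *ZFP42*, a zinc finger marker of ES cells, the means were 1220 and 105.6. *DNMT3B*, which encodes a methyltransferase, was expressed in 8.18% of HFFs, with means of 4643 in H1 cells and 3.75 in HFFs. In bulk, *POU5F1* had a normalized count of 55674 ± 818 (SD, n = 4) in H1 cells and of 176.5 to 2365 in the mean of each progenitor, a log2 fold change of 6.35 (standard error 0.404, adjusted p = 3.72e-10). *NANOG* had a log2 fold change of 5.35 (adjusted p = 1.31e-10), *DNMT3B* of 3.85 (adjusted p = 1.31e-14) and *ZFP42* of 3.17 (adjusted p = 3.42e-09). *SOX2* had a log2 fold change of 6.49 (adjusted p = 8.02e-13), although NPCs had more of it. Of 19 measured pluripotency genes listed in advance, 19 were higher in H1 cells (19 when adjusted over the list alone), with a median log2 fold change of 3.85. The camera call (adjusted p = 1.23e-08) was lost with an estimated correlation (adjusted p = 0.151). *TDGF1*, which encodes a NODAL coreceptor, had a log2 fold change of 6.59 (adjusted p = 1.50e-16), and *PRDM14*, a repressor of differentiation genes, of 5.95 (adjusted p = 1.26e-11). Of 21 cell cycle genes, 20 were higher and none was lower (20 adjusted over the list alone), among them *MCM2* (log2 fold change 2.41) and *MCM5* (2.29). The cell cycle call (camera adjusted p = 3.74e-07) was likewise lost with an estimated correlation (adjusted p = 0.162). Of 40 genes of oxidative phosphorylation, 32 were higher and 4 lower in H1 cells, with 32 and 4 adjusted over the list alone (camera adjusted p = 2.57e-04, and adjusted p = 0.503 with an estimated correlation). Of 21 DE genes, 2 were higher and 14 lower in H1 cells.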

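Each progenitor expressed the regulators and surface proteins of its lineage. In NPCs, *PAX6*, which specifies neural ectoderm, was expressed in 99.4% of cells (mean 2859) and *MAP2*, which encodes a neuronal microtubule protein, in 100% (mean 1966). *MAP2* was also expressed in 35.8% of HFFs (mean 130.5), and *PAX6* in 87.7% of DE cells (mean 353). *SOX2*, the reporter gene of the sort, was expressed in 100% of NPCs, H1 cells and H9 cells (means 238.5, 153.2 and 130.6). In ECs, *CD34*, a surface protein of blood and vessel progenitors, was expressed in 100% of cells (mean 2794) and in at most 8.70% of any other type. *PECAM1*, an adhesion protein of endothelium, reached the threshold in 99.3% to 100% of every type, with a mean of 1820 in ECs and 35.4 to 56.7 in the others. In TBs, *GATA3*, a regulator of trophoblast, was expressed in 100% of cells (mean 1048), and *HAND1* in 100% (mean 706). *GATA3* was also expressed in 93.3% of ECs (mean 399) and 81.2% of DE cells (mean 172). *CER1*, which encodes a secreted antagonist of NODAL, BMP and WNT, was expressed in 100% of DE cells (mean 29940) and 9.91% of H1 cells (mean 8.44). *EOMES*, a T-box factor of the primitive streak and endoderm, was expressed in 100% of DE cells (mean 1285), as were *GATA6* (mean 816) and *CXCR4* (mean 1872). *LEFTY1*, an inhibitor of NODAL, was expressed in 99.3% of DE cells (mean 1922) and 24.1% of H9 cells (mean 15.0). The bulk libraries gave log2 fold changes of 8.52 for *PAX6* (standard error 0.182, adjusted p = 1.38e-15), 6.72 for *MAP2* (adjusted p = 7.66e-15) and 6.44 for *SOX2* (adjusted p = 3.20e-13) in NPCs. They were 7.80 for *PECAM1* (standard error 0.113, adjusted p = 1.09e-18) and 10.46 for *CD34* (adjusted p = 1.86e-20) in ECs, and 7.16 for *GATA3* (standard error 0.212, adjusted p = 1.38e-14) and 11.73 for *HAND1* (adjusted p = 6.10e-15) in TBs. In DE cells they were 12.88 for *CER1* (standard error 0.132, adjusted p = 6.27e-18), 11.74 for *EOMES*, 8.70 for *GATA6*, 9.958 for *LEFTY1* and 8.59 for *CXCR4*, with adjusted p values of 5.23e-17, 1.54e-15, 6.28e-16 and 9.07e-17. *PAX6* was also higher in bulk DE cells (log2 fold change 5.51, adjusted p = 1.44e-13), at 1500 ± 371 against 8966 ± 5431 in NPCs (SD, n = 2 each). Of lists fixed in advance, all 19 neural progenitor genes were higher in NPCs (camera adjusted p = 2.55e-12), all 22 endothelial genes in ECs (adjusted p = 5.87e-14) and all 18 trophoblast genes in TBs (adjusted p = 6.33e-10), with 19, 22 and 18 when adjusted over each list alone. With an estimated correlation the adjusted p values were 0.0014, 0.0362 and 0.0072. Among them, *NR2F1*, an orphan nuclear receptor of neural tissue, had 4615 ± 1106 (SD, n = 2) in NPCs (log2 fold change 8.64). *CDH5*, the cadherin of endothelial junctions, had 42914 ± 2158 (SD, n = 3) in ECs (log2 fold change 11.24). *VTCN1*, an immune checkpoint ligand of trophoblast, had 31489 ± 3032 in TBs (SD, n = 2, log2 fold change 13.21), and *GABRP*, a GABA receptor subunit, had 105210 ± 7612 (SD, n = 2, log2 fold change 12.62). Of the 51 markers in Table S1, 28 were higher and 11 lower in DE cells, a count that is not independent evidence because the study chose them.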

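DE cells were not set apart by the leading axes of the bulk data. On each of the first 4 components, the bulk DE libraries lay within 0.588 SD of the mean of the other bulk libraries, whereas they lay 10.35 SD from it on the fifth. The first 5 components held 30.0%, 18.5%, 13.3%, 10.9% and 9.63% of the variance of the 19 bulk libraries, or 82.3% together, and the sixth held 4.05%.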

The bulk-projected PCA shows that the majority of variation could be captured by the first five PCs (Additional file 1: Figure S2). 

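Every single DE cell lay beyond every cell of the other 6 types on the fifth component, in both of its batches (64 of 64 and 74 of 74 cells). The lowest DE cell had a projected value of 2.42 and the highest cell of any other type 1.75. ECs, the other mesendoderm derivative, reached at most -0.422. With DE bulk replicate 1 left out of the axes, 93.5% of DE cells lay beyond every other cell.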

Interestingly, PC5 clearly separates DE cells from all the other progenitors (Fig. 1d). This result suggests that PC5 gene loadings are a signature exclusively exhibited by differentiating DE cells. 

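Among the genes that set bulk DE cells apart are regulators and secreted signals of gut endoderm. The factors *EOMES*, *GSC*, *LHX1* and *MIXL1* act in the anterior primitive streak, from which endoderm leaves. *GATA4*, *SOX17*, *FOXA2* and *HNF4A* are transcription factors of endoderm and its derivatives, and *HNF4A* later drives liver genes. *FGF17* and *DKK4* encode a growth factor and a WNT inhibitor. Of 21 DE genes listed in advance, 21 were higher in bulk DE cells (21 when adjusted over the list alone), with a median log2 fold change of 8.59 (camera adjusted p = 2.87e-19, and 0.0010 with an estimated correlation). The lists drew on the paper as well as on background knowledge, so this count is not wholly independent of the study. All 21 were also higher in the batch sums (adjusted p = 0.0011 with an estimated correlation). Each of the 21 had a positive loading on the fifth component, and their mean absolute loading was above that of all of 10000 random lists of genes of like expression (percentile 100). That component was picked from the same bulk libraries as the one on which DE cells lay farthest out, so this repeats the bulk result. Random lists also leave out that members of a list vary together. Among positive loadings over 18006 genes, *CER1* ranked 31, *EOMES* 58 and *CXCR4* 204. *GATA4* had a normalized count of 9678 in bulk DE cells and 53.7 in the mean of the other 17 libraries (log2 fold change 11.42, adjusted p = 3.50e-14). *SOX17* had 8585 and 675 (11.44, adjusted p = 6.24e-13), *FGF17* 16689 and 4.77 (12.87), and *HNF4A* 2469 and 0.797 (11.80, adjusted p = 2.09e-14). In single cells, mean *SOX17* was 153.6 in DE cells and 70.9 in ECs, and no cell of the other types expressed it. Its fold change is taken against the mean of the other 6 groups and is not its difference from ECs. *GSC* had a log2 fold change of 10.01 (adjusted p = 9.07e-17), *LHX1* of 10.15 (adjusted p = 8.00e-15), *MIXL1* of 8.33 (adjusted p = 4.07e-15), *DKK4* of 11.00 (adjusted p = 1.50e-09) and *FOXA2* of 8.20 (adjusted p = 1.02e-12). The digestive proteases *PRSS1* (log2 fold change 12.10) and *PRSS2* (11.34) share reads with each other. Among the largest falls were *ABLIM3*, an actin-binding protein (-6.33), *MET*, the receptor for hepatocyte growth factor (-4.78, adjusted p = 7.71e-09), *ARC* (-6.80) and *SLC15A3* (-6.05). In the batch sums, the log2 fold changes were 18.89 for *CER1* (adjusted p = 1.73e-08), 14.21 for *GATA4* (adjusted p = 0.00218) and 9.99 for *FOXA2* (adjusted p = 0.00059). Some of the other types held no counts of these genes, so the size of these fold changes depends on the small count that the fit adds. From the separation of DE cells along this component, the paper proposes that its gene loadings are a signature of differentiating DE cells.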

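Single DE cells varied in how strongly they carried the endoderm signature. *FOXA2*, a pioneer factor of endoderm, was expressed in 81.9% of DE cells and *GATA4* in 97.8%, whereas the mesoderm and trophoblast gene *HAND1* was expressed in 18.1%. Projected values of DE cells on the fifth component reached 79.6, with quartiles of 15.4, 19.9 and 24.8 and an SD of 9.85. The spread was wider in the first batch (median 23.6, SD 12.4, 64 cells) than in the second (median 18.5, SD 5.68, 74 cells).

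**Figure D1:**
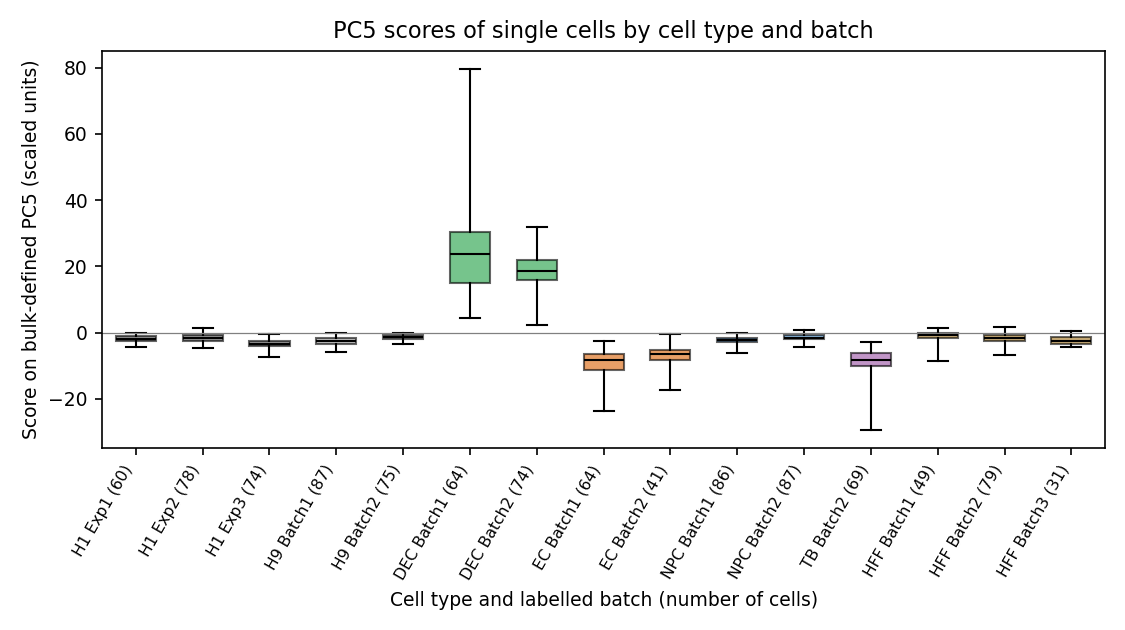
Projected value on the fifth component of the bulk libraries (vertical axis, arbitrary units) for single cells of each type, by capture batch. Boxes span the quartiles, with the median as a line, and whiskers run from the lowest to the highest cell. Both batches of DE cells lie above every other batch, and the first has the wider spread.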

We also observed single DE cells distributed along the PC5 axis, indicating that this gene loading captured a heterogeneous or asynchronous pool of DE cells. Moreover, DE cells showed the greatest heterogeneity compared to the other three types of progenitors by correlation analysis (Additional file 1: Figure S2). 

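Cells of a progenitor that resemble each other less have lower correlations between their transcriptomes. The median rank correlation between DE cells of the same batch was 0.560 over 12466 genes. It was 0.573 in ECs, 0.597 in TBs and 0.615 in NPCs. By batch, the medians were 0.548 and 0.577 in DE cells and 0.569 and 0.587 in ECs, so the batches of these types overlapped. Those of NPCs were 0.604 and 0.6245.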

To determine the signaling pathways associated with the DE signature, we performed Gene Ontology (GO) analysis utilizing the Allez algorithm, which used absolute gene loadings to weight gene-specific contribution to PC5 (see “Methods”) [38]. 

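NODAL and WNT signals specify endoderm, and their ligands, inhibitors and targets were among the genes that set DE cells apart. NODAL acts with its inhibitors *LEFTY1* and *LEFTY2* in a feedback loop. *LGR5* encodes a receptor that amplifies WNT signals, *NOTUM* a secreted enzyme that inactivates WNT, and *SP5* a transcription factor that WNT induces. Energy reserve metabolism is centered on glycogen, which *AGL* breaks down and whose synthesis the phosphatase subunits encoded by *PPP1R3B* and *PPP1R3C* favor. Of 18 genes of NODAL and TGF-β signaling, 15 were higher and 1 lower in bulk DE cells (15 and 1 when adjusted over the list alone), with a camera adjusted p of 1.09e-07 (0.0202 with an estimated correlation). *NODAL* had 5632 ± 1470 (SD, n = 2) against 109.3 in the mean of the other 17 libraries (log2 fold change 8.10, standard error 0.208, adjusted p = 3.11e-15). *LEFTY2* had a log2 fold change of 11.65. Of 32 WNT signaling genes, 20 were higher and 3 lower (20 and 3 over the list alone, camera adjusted p = 9.14e-05, and 0.0093 with an estimated correlation). *LGR5* had 3981 ± 476 (SD, n = 2) against 24.1 (log2 fold change 8.47, adjusted p = 1.70e-15). *NOTUM* had a log2 fold change of 7.16 (adjusted p = 3.49e-11) and *SP5* of 7.89 (adjusted p = 1.89e-08). Of 18 primitive streak genes, 14 were higher and none was lower (14 over the list alone, adjusted p = 1.09e-07, and 0.0028 with an estimated correlation). Of 15 genes of epithelial-mesenchymal transition and migration, 12 were higher and none was lower (12 over the list alone, adjusted p = 4.50e-05, and 0.0272 with an estimated correlation), among them *CDH2*, the neural cadherin (log2 fold change 3.42, adjusted p = 6.24e-13), and *FN1*, fibronectin (adjusted p = 3.26e-11, at 195010 in DE cells and 3247 in H1 cells). The metabolic lists moved in both directions. Of 17 genes of glycogen metabolism, 6 were higher and 5 lower (7 and 7 over the list alone, camera adjusted p = 0.904). *AGL* had 8530 ± 1522 (SD, n = 2) against 879 (log2 fold change 3.34, standard error 0.100, adjusted p = 2.51e-14) and *PPP1R3B* 3992 ± 136.5 against 868 (2.54, adjusted p = 1.60e-10). *PYGM*, the muscle glycogen phosphorylase, had a log2 fold change of -2.76 (adjusted p = 1.88e-05) and *PPP1R3C* of -1.59 (adjusted p = 0.00133), which was lost with HFFs left out (adjusted p = 0.297, range over its alternatives 7.81e-07 to 0.297). Of 20 measured glycolysis genes, 8 were higher and 7 lower (8 and 7 over the list alone, adjusted p = 0.686). The glucose transporter *SLC2A3* had a log2 fold change of 3.03 (adjusted p = 9.70e-09) and its paralog *SLC2A1* of -1.42 (adjusted p = 0.00531). The call on *SLC2A1* was lost without DE replicate 1 (adjusted p = 0.0521) or 2 (adjusted p = 0.0528), in a range over its alternatives of 0.000704 to 0.0528. The enolase gene *ENO1* had a log2 fold change of 1.14 (adjusted p = 3.03e-07). Of 40 genes of oxidative phosphorylation, 6 were higher and 8 lower (1 and 5 over the list alone, adjusted p = 0.904), and the median and the test of that list differed in sign. Mean absolute loadings on the fifth component stood above those of all of 10000 random lists for the NODAL, WNT and primitive streak lists (percentile 100 each). The percentile was 93.9 for glycolysis, 86 for glycogen metabolism and 2.58 for oxidative phosphorylation. These percentiles rest on the same bulk libraries as the tests of the lists and are not separate evidence. In the batch sums, 9 NODAL genes were higher and 1 lower, with 11 and 2 over the list alone (adjusted p = 0.0027 with an estimated correlation). There, 12 WNT genes were higher and none was lower, with 14 and 1 over the list alone (adjusted p = 0.0069 with an estimated correlation).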

Allez enrichment analysis identified endoderm development, organ morphogenesis, NODAL signaling pathway, regulation of WNT receptor signaling pathway, and energy reserve metabolic processes among the significantly enriched GO terms (Fig. 1e and Additional file 3: Table S2). While it is well established that both NODAL and WNT signaling are crucial for endoderm development [1–3, 11], little is known about how the metabolic state could influence DE differentiation. Based on these analyses, we investigated whether manipulating the metabolic conditions could impact DE differentiation.

### Acute hypoxic treatment enhanced DE differentiation

It has been previously shown that lowering oxygen tension can reduce oxidative stress, shifting metabolic fueling pathways from oxidative phosphorylation to glycolysis to aid in maintaining pluripotency and reprogramming [39, 40]. We therefore set out to measure the impact of lowering oxygen concentration in the cell culture microenvironment during the differentiation toward DE (see “Methods”). We chose to monitor the expression of Chemokine (C-X-C Motif) receptor 4 (*CXCR4*) in live cells as a surrogate marker for DE differentiation because: (1) *CXCR4* expression is specific to DE but absent in the visceral endoderm compartment at the late primitive streak stage (~E7.5) mouse embryo [41]; and (2) human ES-derived CXCR4^+^ cells have been shown to display hallmarks of DE [7, 15, 42].

At three days of differentiation, H1 or H9 ES cells cultured in severe hypoxia (1.5 % O_2_) significantly increased the percentage of CXCR4^+^ cells by FACS analysis compared to hypoxia (5 % O_2_) or normoxia (20 % O_2_) conditions (Fig. 2a and b). The percentages of cells co-expressing CXCR4 and SOX17 also increased in 1.5 % O_2_ condition (Additional file 1: Figure S3). Marker studies by quantitative real-time PCR (qPCR) analysis confirmed that the expression of pluripotency genes *POU5F1*, *NANOG*, and *SOX2* were effectively downregulated in all conditions (Fig. 2c)*.* Importantly, key DE markers *CXCR4*, *SOX17*, *HNF1B*, *KIT*, and *KRT19* were all significantly upregulated in 1.5 % O_2_ but not in 5 % O_2_, compared with normoxic conditions. Interestingly, hypoxic conditions also significantly suppressed *T* expression, which is a pan-mesendoderm marker whose expression precedes DE marker expression (Fig. 2c).

**Fig. 2:**
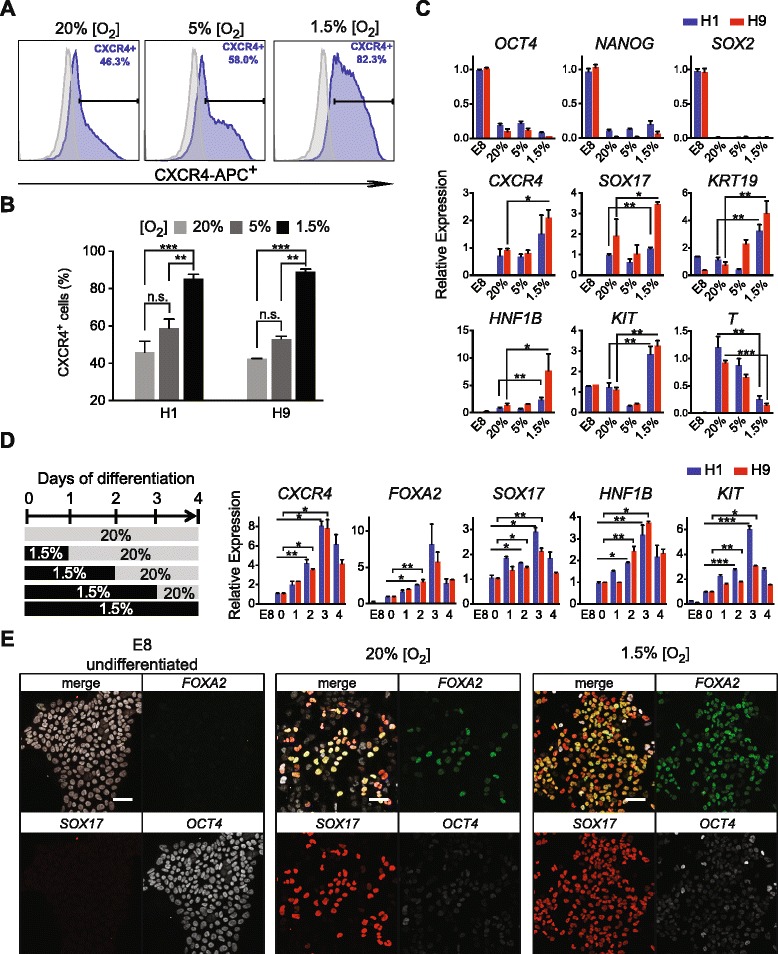
Acute hypoxic treatment enhanced DE formation. **a** FACS analysis of anti-CXCR4 staining of H1 cells differentiated for three days towards (*blue population*) under various hypoxia conditions. Undifferentiated H1 cells were gated as negative controls (*gray populations*). The *x-axis* indicates the APC channel. **b** Summary of the percentages of CXCR4^+^ cells (with various oxygen concentrations) from H1 or H9 differentiation for three days toward DE cells. **c** QPCR analysis of experiments performed in (**b**). All expression levels were first normalized to endogenous GAPDH. For pluripotency markers (*upper panels*), samples were normalized to undifferentiated H1 or H9 samples, which were arbitrarily set to 1. For other markers (*mid* and *lower panels*), samples were normalized to the 20 % O_2_ samples, which were arbitrarily set to 1. **d** *Left panel*, schematics of various lengths of hypoxic treatment. *Right panel*, qPCR analysis at day four of differentiation for H1 or H9 cells. The *x-axis* indicates the number of days treated with 1.5 % O_2_ as indicated in the *left panel*. Samples were normalized to those from normoxia, which were arbitrarily set to 1. **e** Confocal images of OCT4, FOXA2, and SOX17 immunofluorescence staining at day two of differentiation under 20 % or 1.5 % O_2_. Scale bars = 50 μm. All data are mean ± S.D. ***p <0.001; **p <0.01; *p <0.05, by one-tailed t-test. *n.s.* no significant difference

While differentiating human ES cells with 1.5 % O_2_ has a profound effect on the induction of DE markers, we also observed that proliferation decreased and cell death increased after prolonged hypoxic differentiation (Additional file 1: Figure S3). Thus, we speculate that 1.5 % O_2_ treatment stimulates the emergence of nascent DE cells but may not be beneficial for long-term proliferation and maturation. To determine the critical timing when the effects of severe hypoxia could take place, we performed acute-hypoxia treatment in our differentiation protocols (Fig. 2d). In this set of experiments, H1 or H9 ES cells were first differentiated in 1.5 % O_2_ environment for various lengths (zero, one, two, three, or four days of differentiation) and then switched back to normoxic conditions for up to four days of differentiation (Fig. 2d). Consistently, qPCR analysis showed that continuous hypoxic treatment throughout the first three days of differentiation resulted in substantially enhanced expression of key DE markers, such as *CXCR4*, *FOXA2*, *SOX17*, *HNF1B*, and *KIT* (Fig. 2d). Remarkably, the marker expression showed significant upregulation within just two days of hypoxic treatment. Immunofluorescence staining of SOX17 and FOXA2 confirmed areas with an increased number of SOX17^+^ and FOXA2^+^ cells within two days of severe hypoxic differentiation condition compared to normoxia control (Fig. 2e). These results corroborate a recent mouse ES cell study in which hypoxia culture facilitated DE differentiation [43]. Most importantly, this observation suggests that the birth of nascent DE cells is a well-timed event. Intervention of this process by enhancing factors (in this case, with severe hypoxia) allows us to close in on the key moments in which DE cells become specified from their mesendoderm precursors. These results motivated us to closely examine the transition from mesendoderm to DE state at a higher temporal resolution.

### Reconstruction of temporal single-cell states identifies regulators for nascent DE cell differentiation

To precisely pinpoint the staging and timing during DE emergence, we performed scRNA-seq at time points along the differentiation protocol to produce DE cells from human ES cells (see “Methods”). A total of 758 single cells were captured and profiled by scRNA-seq at 0, 12, 24, 36, 72, and 96 h of differentiation (Fig. 3a). 

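The time course followed unsorted cells from the pluripotent state through mesendoderm towards DE, with BMP4 and Activin A throughout and the WNT agonist CHIR99021 in the first 2 days. The cells held were 92 at 0 h, 102 at 12 h, 66 at 24 h, 172 at 36 h, 138 at 72 h and 188 at 96 h. Bulk RNA-seq of 3 libraries per time point was held for 12, 24, 36, 72 and 96 h. The bulk libraries of 0 h that the methods describe were not analysed here. The sample records name H9 as the line, whereas the methods describe H1 cells. Bulk totals ranged from 1544971 to 2124260 expected counts at 12 h (median 1773524), from 1887807 to 2042112 at 24 h (median 1929708), from 1688417 to 2264545 at 36 h (median 1895385), from 1895436 to 2171471 at 72 h (median 2084373) and from 1855388 to 2054733 at 96 h (median 1922663). Totals per single cell ranged from 120743 to 2872214 at 0 h (median 1325079), from 158518 to 2854799 at 12 h (median 1473706) and from 165573 to 2082317 at 24 h (median 1202211). They ranged from 123667 to 2470169 at 36 h (median 1227048), from 233495 to 2080121 at 72 h (median 1145048) and from 245216 to 2380434 at 96 h (median 1268101). RNA spiked into each reaction took a median of 4.20% of the counts of a cell at 0 h, 0.0398% at 12 h, 0.203% at 24 h, 5.18% at 36 h, 7.58% at 72 h and 6.21% at 96 h. The cells of 96 h fell on both sides of a gap in this share, with 80 of 188 cells at or below 2.53% and the others at or above 4.43%. This grouping was chosen after the data were seen. Shares and means of genes in 96 h cells are therefore also given within each group, except at a threshold of 10. The records give no batches within a time point. Single-cell levels are therefore reported as shares of cells with exact 95% binomial intervals and as means, without tests between times. All 12 h cells had lower spike-in shares than all 0 h cells, and all 24 h cells lower than all 36 h cells. Differences of single cells over these steps cannot be told apart from a difference in spike-in share. Neighboring time points were compared on the bulk libraries by the same quasi-likelihood test, in a single fit of 15 libraries over 11538 genes. The 12 h libraries were also compared with the bulk libraries of undifferentiated H9 cells from the snapshot experiment over 12179 genes, where the time of differentiation and the experiment cannot be told apart. The libraries of a time point differed by 1.86 to 3.45 times the counting noise at 12, 24 and 36 h, by 8.36 to 31.5 times at 72 h and by 4.25 to 8.21 times at 96 h.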

PCA revealed that single cells from each time point along the differentiation course occupied a unique dimensional space, indicating a robust directional differentiation (Fig. 3a and Additional file 1: Figure S4). However, we noticed overlapping domains between single cells collected from 72 and 96 h of differentiation, indicating a similar transcriptome profile (see “Discussion”).

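On log2 values, cells lay mostly beside cells of the same time point. Of the 10 nearest neighbors of each cell over the first 2 components of log2 values of 8920 genes, 80.1% were of the same time at 0 h, 91.2% at 12 h, 82.6% at 24 h and 80.2% at 36 h. Of the neighbors of 36 h cells, 7.56% were 72 h cells and 7.38% were undifferentiated cells, and 16.0% of the neighbors of 0 h cells were 36 h cells. Without the log scale, 39.2% of the neighbors of 24 h cells were 24 h cells and 52.9% were 12 h cells. The first component held 8.21% of the variance and the second 5.19%. Medians on the first component were -3.29 at 0 h, -52.2 at 12 h, -31.78 at 24 h, 14.26 at 36 h, 22.7 at 72 h and 9.356 at 96 h, so they did not follow time. Median spike-in shares were lowest at 12 and 24 h. Stage and spike-in share therefore cannot be told apart along this component.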

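Late cells resembled each other across the interval in which they reach the DE state. Of the nearest neighbors of 72 h cells, 58.9% were 72 h cells and 32.5% were 96 h cells. Of those of 96 h cells, 69.7% were 96 h cells and 25.0% were 72 h cells. The groups of 96 h cells differed in this respect. Of the neighbors of the 80 cells with low spike-in shares, 5.75% were 72 h cells, against 39.3% for the other cells.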

**Fig. 3:**
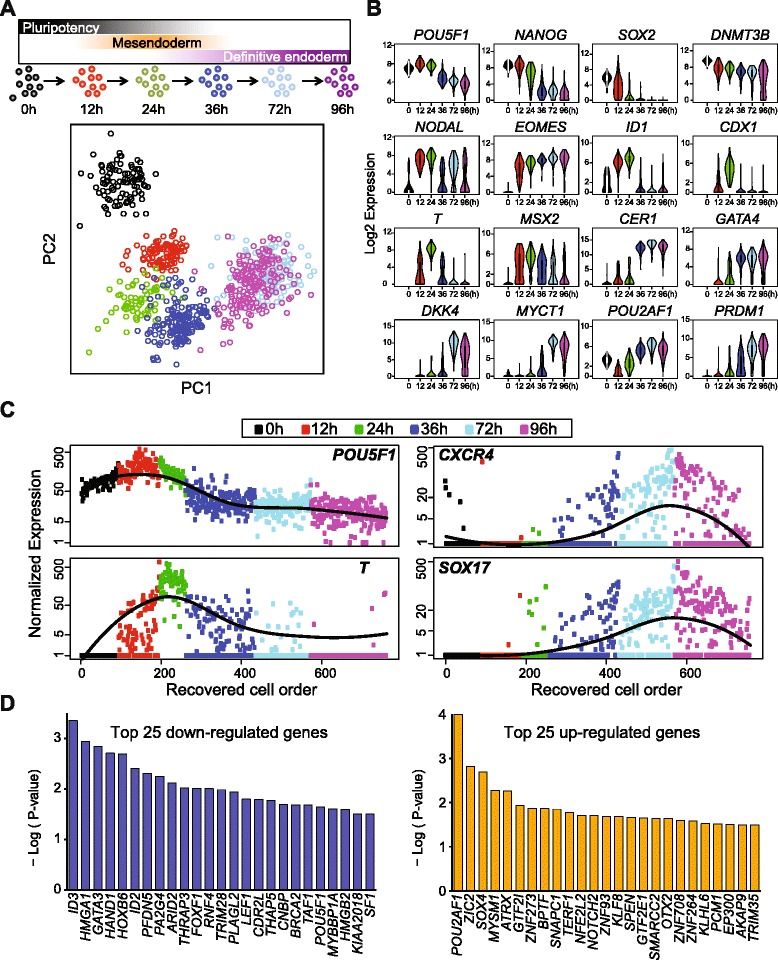
Time course scRNA-seq data analysis and reconstructing DE differentiation trajectory. **a** *Upper panel*, schematics of experimental strategy illustrating time points of scRNA-seq sampling along the differentiation from pluripotent state though mesendoderm to DE cells. *Lower panel*, PCA of scRNA-seq data, shown is PC1 vs. PC2. **b** Violin plots of selected stage-specific markers identified by SCPattern analysis. The *y-axis* indicates normalized expression value, Log2(expected count + 1). The *x-axis* indicates time points of sampling. **c** Reconstructed single-cell order by Wave-Crest. Shown are four of the eight genes used for temporal reconstruction. The *x-axis* indicates cells following Wave-Crest recovered cell order. The *y-axis* indicates normalized expression value. Fitted lines of gene-specific expression are shown in *black*. **d** Top 25 upregulated or downregulated genes identified by Wave-Crest at 36 h of differentiation. The *x-axis* indicates gene symbol, the *y-axis* indicates the significance value, -Log (*p* value) of each gene

To further characterize the genes participating in each stage of differentiation, we performed differential expression analysis by SCPattern, which identifies significantly upregulated or downregulated genes between each pair of adjacent sampling time points (see “Methods”). SCPattern is a novel algorithm developed for differential expression analysis on time course scRNA-seq data [29]. Existing differential expression tools developed for bulk RNA-seq make distributional assumptions that are inappropriate for scRNA-seq data. In general, for a given gene, the bulk RNA-seq methods usually assume expression values within a biological condition follow a uni-modal distribution such as negative binomial distribution [44–48] or Poisson distribution [49]. However, such assumptions are often violated in scRNA-seq data due to the present of sub-populations and technical dropouts [50, 51]. SCPattern makes no parametrical assumptions on the distribution of the single-cell gene expression values; instead, it performs non-parametric tests based on a Kolmogorov–Smirnov statistic and is able to detect various types of changes over multiple ordered conditions [29].

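The added factors act through NODAL, BMP and WNT signals, and *NODAL*, *EOMES* and *ID1* were expressed in most cells at 12 h. *NODAL* encodes the ligand that Activin A imitates, *EOMES* a T-box factor that opens the mesendoderm program, and *ID1* a direct target of BMP signaling. *NODAL* was expressed in 21.7% of cells at 0 h (interval 13.8% to 31.6%, mean 10.1) and in 100% at 12 h (interval 96.5% to 100%, mean 186.4). *EOMES* was expressed in 1.1% and 98% (means 0.0505 and 126.6), and *ID1* in 58.7% and 99% (means 6.26 and 85.6). *GATA3*, a BMP-responsive factor, was expressed in 2.2% and 86.3%. In bulk, 12 h cells were set against undifferentiated H9 cells of the snapshot. *EOMES* had a normalized count of 1626 ± 36.6 against 1.76 ± 0.356 (SD, n = 3 each, log2 fold change 9.76, standard error 0.240, adjusted p = 2.49e-18). *NODAL* had 799 ± 40.9 against 58.5 ± 18.8 (3.77, adjusted p = 2.34e-11) and *ID1* 1115 ± 6.95 against 236 ± 42.5 (2.24, adjusted p = 3.82e-08). *TFAP2A*, a regulator of surface ectoderm and trophoblast, had 273 against 0.0710. The WNT-induced factor *SP5* had 286 ± 50.8 and the primitive streak factor *EVX1* 152.1 ± 21.9 at 12 h, and both were listed at 0 in all 3 H9 libraries. Of 18 primitive streak genes, 15 were higher and none was lower (15 when adjusted over the list alone, camera adjusted p = 3.40e-11, and 0.00471 with an estimated correlation). Of 13 genes of BMP response, 12 were higher and 1 lower (12 and 1 over the list alone, adjusted p = 2.23e-07, and adjusted p = 0.0612 with an estimated correlation). Of 15 measured NODAL signaling genes, 10 were higher and 2 lower (10 and 2 over the list alone, adjusted p = 0.00176, and 0.0287 with an estimated correlation). Of 31 WNT genes, 19 were higher and 6 lower (19 and 6 over the list alone, adjusted p = 0.00176, and adjusted p = 0.300 with an estimated correlation). *POU5F1* was lower at 12 h (-0.97, adjusted p = 0.0126), a call lost with DESeq2 (adjusted p = 0.111) and without 12 h replicate 2 (0.051, range over its alternatives 0.00532 to 0.111), while its mean in single cells was 142.5 at 0 h and 314 at 12 h. *TERF1* and 31 of 40 genes of oxidative phosphorylation were lower at 12 h, with 31 over the list alone (adjusted p = 2.88e-07, and adjusted p = 0.320 with an estimated correlation).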

At 12 h of differentiation, the majority of the cells responded to BMP4, Activin A, and CHIR 99021 (small molecule used as a WNT signaling agonist) treatment by robustly expressing *NODAL*, *EOMES*, and *ID1*. At 24 h of differentiation, a second wave of genes exhibited high levels of expression such as *T*, *MSX2*, and *CDX1*, all indicating a transition of the cells towards a primitive streak state. 

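Between 12 and 24 h, genes of the primitive streak and of mesoderm rose as lists. *T*, or brachyury, is the T-box factor of the streak, *MSX2* encodes a BMP-induced homeobox factor, and *CDX1* a posterior homeobox factor that WNT induces. *T* was expressed in none of 92 cells at 0 h (upper limit 3.93%), in 61.8% at 12 h (mean 38.8) and in 100% at 24 h (interval 94.6% to 100%, mean 369). *CDX1* was expressed in 38.2% of 12 h cells (mean 8.62) and 100% of 24 h cells (mean 53.1), and *MSX2* in 73.5% and 92.4% (means 46.7 and 60.0). In bulk, *T* had 643 ± 66.0 at 24 h against 92.9 ± 28.8 at 12 h (SD, n = 3 each, log2 fold change 2.78, standard error 0.203, adjusted p = 8.57e-09). *CDX1* rose from 21.6 ± 4.11 to 91.9 ± 8.53 (adjusted p = 0.00107), whereas *MSX2* did not pass the test (0.27, adjusted p = 0.839). *SOX2*, a factor of pluripotent and neural cells, fell from 84.1 ± 9.64 to 4.90 ± 3.69 (-4.08, adjusted p = 5.57e-04), and 22.7% of 24 h cells expressed it. Of 14 measured mesoderm genes, 7 were higher and none was lower (9 when adjusted over the list alone), with a median log2 fold change of 2.60 (camera adjusted p = 2.89e-15, and 9.29e-04 with an estimated correlation). Of 18 primitive streak genes, 10 were higher and none was lower (12 over the list alone, adjusted p = 6.44e-13, and 0.0024 with an estimated correlation). Of 17 measured DE genes, 9 were higher and 2 lower (9 and 3 over the list alone, adjusted p = 5.38e-05, and 0.0070 with an estimated correlation). The WNT list (10 of 30 higher and 4 lower, 15 and 5 over the list alone), the BMP list (4 of 13 higher, 6 over the list alone) and the list of epithelial-mesenchymal transition (6 of 14 higher and 1 lower, 8 and 2 over the list alone) had adjusted p values of 3.00e-06, 5.54e-06 and 5.54e-06. Each was lost with an estimated correlation (adjusted p = 0.0922). The apelin receptor gene *APLNR*, which marks mesoderm, rose from 17.8 to 367 ± 53.1 (SD, n = 3, log2 fold change 4.36). *GATA6* rose from 6.83 to 164.99 ± 21.2 (4.51, adjusted p = 4.50e-08), the WNT ligand gene *WNT5A* from 20.1 to 361 ± 43.9 (4.17, adjusted p = 1.37e-10) and the WNT inhibitor gene *DKK1* from 11.9 to 186.08 ± 8.98 (3.95). *SNAI1*, the repressor that ends epithelial adhesion, rose from 7.86 to 91.7 ± 15.5 (3.53, adjusted p = 1.32e-06). *BMP2*, another ligand of the BMP pathway, had a log2 fold change of 5.57 (adjusted p = 1.34e-10), and the YAP target *ANKRD1* one of 6.60 (adjusted p = 4.60e-09). The frizzled-related WNT inhibitor gene *SFRP1* fell from 469 to 54.9 (-3.10, adjusted p = 8.51e-10), and the WNT-restraining factor gene *TCF7L1* from 76.9 to 10.9 (-2.79).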

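From 24 to 36 h the lists of mesoderm and DE genes rose and that of pluripotency genes fell. *T* was expressed in 50.0% of 36 h cells (interval 42.3% to 57.7%, mean 17.6). In bulk, *T* was at 413 ± 40.6 at 36 h (SD, n = 3, log2 fold change from 24 h -0.64, adjusted p = 0.0355), and the call was lost on leaving out any of the 6 libraries (adjusted p = 0.0566 to 0.179), in a range over its alternatives of 9.3e-07 to 0.179. *CER1* was expressed in 33.3% of 24 h cells (mean 55.0) and in 100% of 36 h cells (mean 6070). *GATA4*, a zinc finger factor of endoderm and heart, was expressed in 47% and 97.1% (means 12.1 and 76.5). Bulk *CER1* rose from 113.02 ± 41.8 to 1198 ± 38.3 (SD, n = 3 each, log2 fold change 3.401, standard error 0.231, adjusted p = 2.57e-09) and *GATA4* from 33.6 to 180 ± 16.1 (2.42, adjusted p = 1.55e-04). *LHX1*, an anterior streak factor, rose from 23.6 to 326 ± 5.37 (3.78, adjusted p = 5.28e-08). *NODAL* fell from 293 ± 35.3 to 23.2 ± 5.51 (-3.67, adjusted p = 3.09e-09), and *NANOG* from 280 ± 20.0 to 33.8 ± 15.5 (-3.05, adjusted p = 1.61e-06). In single cells, *NODAL* was expressed in 98.5% at 24 h and 52.3% at 36 h. *FGF4*, a growth factor of the pluripotent state, fell from 132.9 to 12.9 (-3.36, adjusted p = 7.06e-06). *HAND1*, a factor of lateral mesoderm, rose from 18.9 to 710 ± 22.7 (5.23, adjusted p = 5.36e-11) and was expressed in 30.3% of 24 h cells and 100% of 36 h cells. *BMP4* itself rose from 19.7 to 417 ± 46.6 (4.40, adjusted p = 2.09e-11). *VIM*, the intermediate filament of mesenchyme, rose from 140.7 to 1381 ± 135.1 (3.30, adjusted p = 1.23e-09), and *SNAI2* from 17.5 to 211 ± 9.45 (3.59). The trunk homeobox gene *HOXB6* had a log2 fold change of 4.80 (adjusted p = 1.81e-07) and the netrin receptor gene *UNC5C* one of 5.79. The epithelial genes *GRHL2*, which encodes a factor that holds epithelial state, and *ERBB3*, a receptor of epithelial cells, had log2 fold changes of -2.77 and -3.44. Of 17 measured DE genes, 7 were higher and 1 lower (9 and 2 when adjusted over the list alone, median log2 fold change 1.70, camera adjusted p = 3.06e-06, and 0.0030 with an estimated correlation). Of 14 mesoderm genes, 9 were higher and none was lower (12 over the list alone, adjusted p = 3.49e-15, and 9.50e-04 with an estimated correlation). Of 18 primitive streak genes, 3 were higher and 2 lower (5 and 2 over the list alone, adjusted p = 0.329). Of 18 measured pluripotency genes, 1 was higher and 6 were lower (2 and 10 over the list alone, adjusted p = 5.56e-04, and 0.0157 with an estimated correlation). Of 14 genes of epithelial-mesenchymal transition, 9 were higher and 4 lower (9 and 4 over the list alone, adjusted p = 3.87e-05, and adjusted p = 0.0854 with an estimated correlation).

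**Figure D2:**
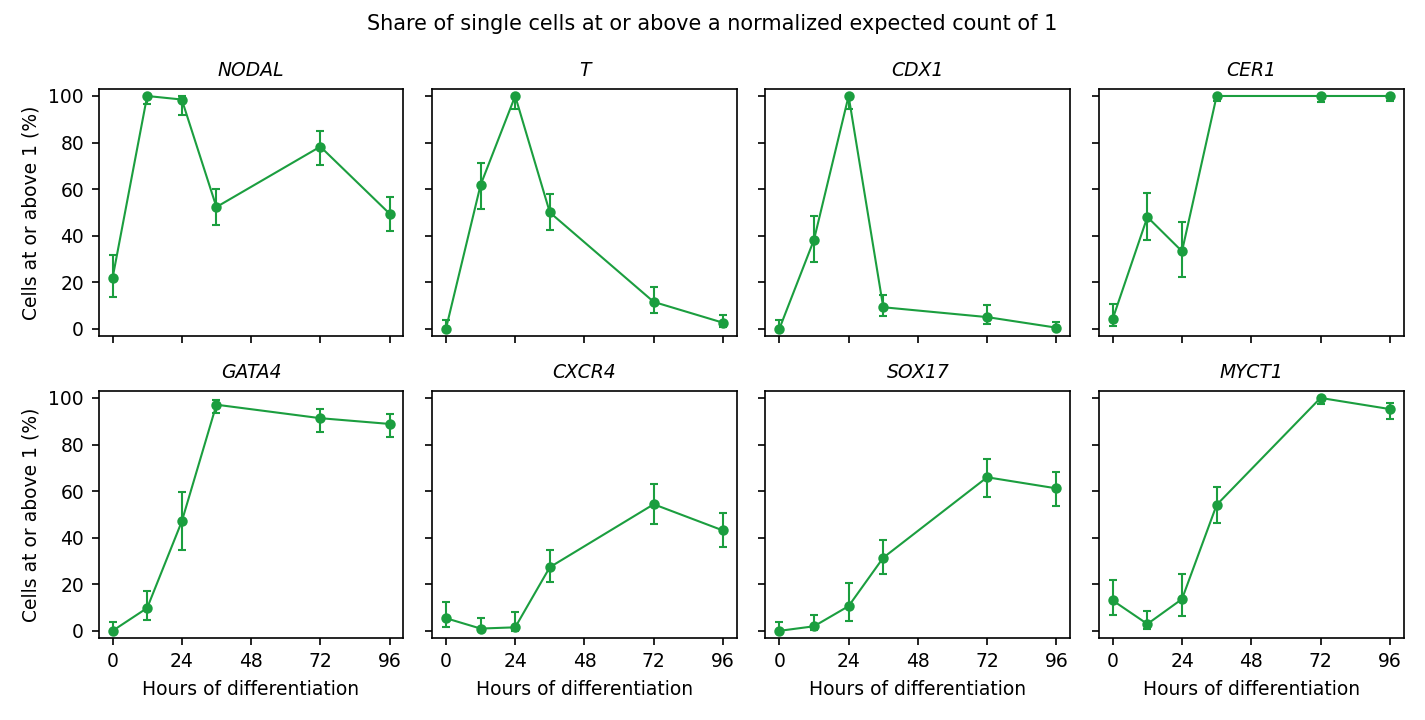
Share of single cells with a normalized expected count of 1 or more (vertical axis, percent) against hours of differentiation (horizontal axis) for 8 genes. Bars are exact 95% binomial intervals, and shares at 12 and 24 h of *T* are 61.8% and 100%, followed by 50.0% at 36 h.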

At 36 h of differentiation, the level of *T* transcripts rapidly decreased, characterized by upregulation of early DE-specific genes, such as *CER1* and *GATA4*. At 72 h of differentiation, the majority of the cells expressed endogenous *DKK4* and *MYCT1*. 

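By 72 h more mesoderm and streak genes were lower than higher, and most DE genes were higher. *DKK4* encodes a secreted inhibitor of WNT signaling and *MYCT1* a nuclear protein found in endothelial cells. *DKK4* was expressed in 36.0% of 36 h cells (mean 23.2) and in all 138 cells at 72 h (interval 97.4% to 100%, mean 1735). *MYCT1* was expressed in 54.1% (mean 22.2) and 100% (mean 834). In bulk, *DKK4* rose from 41.8 at 36 h to 2328 ± 1178 at 72 h (SD, n = 3, log2 fold change 5.80, standard error 0.339, adjusted p = 7.27e-11) and *MYCT1* from 4.76 to 576 ± 54.6 (6.81, adjusted p = 3.34e-12). GC content and gene length accounted for 26.2%, 4.07% and 11.1% of the variance between genes of the log2 deviation of the 72 h libraries from the mean of all 15 libraries, and for 41.3%, 48.6% and 5.79% of that from the mean of the other replicates. Replicate 2 stood apart, differing from replicates 1 and 3 by 31.5 and 15.5 times the counting noise, against 8.36 between those. Of 17 measured DE genes, 13 were higher and none was lower (13 when adjusted over the list alone), with a median log2 fold change of 2.90 (camera adjusted p = 1.57e-06, and 0.0041 with an estimated correlation). That list drew in part on the paper, so the count is not wholly independent of the study. *CER1* rose further (2.90, adjusted p = 2.45e-09), whereas *GATA4* did not change past the test (0.07, adjusted p = 0.878). Of 13 BMP response genes, none was higher and 13 were lower (13 over the list alone, adjusted p = 3.52e-05, and adjusted p = 0.0800 with an estimated correlation), among them *ID1* (-3.37, adjusted p = 2.96e-07), *ID3* (-1.69), *MSX1* (-1.67) and *MSX2* (-1.17, adjusted p = 0.00125). Of 14 mesoderm genes, 1 was higher and 10 were lower (1 and 10 over the list alone, adjusted p = 0.00164, and 0.0452 with an estimated correlation). Of 18 primitive streak genes, 4 were higher and 13 lower (5 and 13 over the list alone, adjusted p = 0.00170, and adjusted p = 0.0676 with an estimated correlation), with *T* down from 413 to 11.8 ± 2.1 (-5.10, adjusted p = 1.15e-11). Of 15 NODAL signaling genes, 10 were higher and 2 lower (10 and 2 over the list alone, adjusted p = 0.00598, and 0.0452 with an estimated correlation). *NODAL* returned from 23.2 to 77.8 (1.75, adjusted p = 2.00e-05) and *LEFTY1* rose from 2.29 to 60.7 (4.62, adjusted p = 8.72e-07). The epithelial cadherin gene *CDH1* fell from 360 ± 9.03 to 7.29 ± 3.10 (SD, n = 3 each, -5.60, adjusted p = 4.64e-11), and the proliferation factor gene *MYCN* from 97.1 to 3.05 (-4.96). *SFRP1* rose from 25.0 to 613 (4.63, adjusted p = 3.34e-12). *RSPO2*, a ligand that amplifies WNT signals, had 238 ± 70.0 at 72 h and was listed at 0 in all 3 libraries of 36 h. The glycophorin genes *GYPA* and *GYPE*, which share reads, had 254 and 226 at 72 h, against 0.692 and 0.346 at 36 h.

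**Figure D3:**
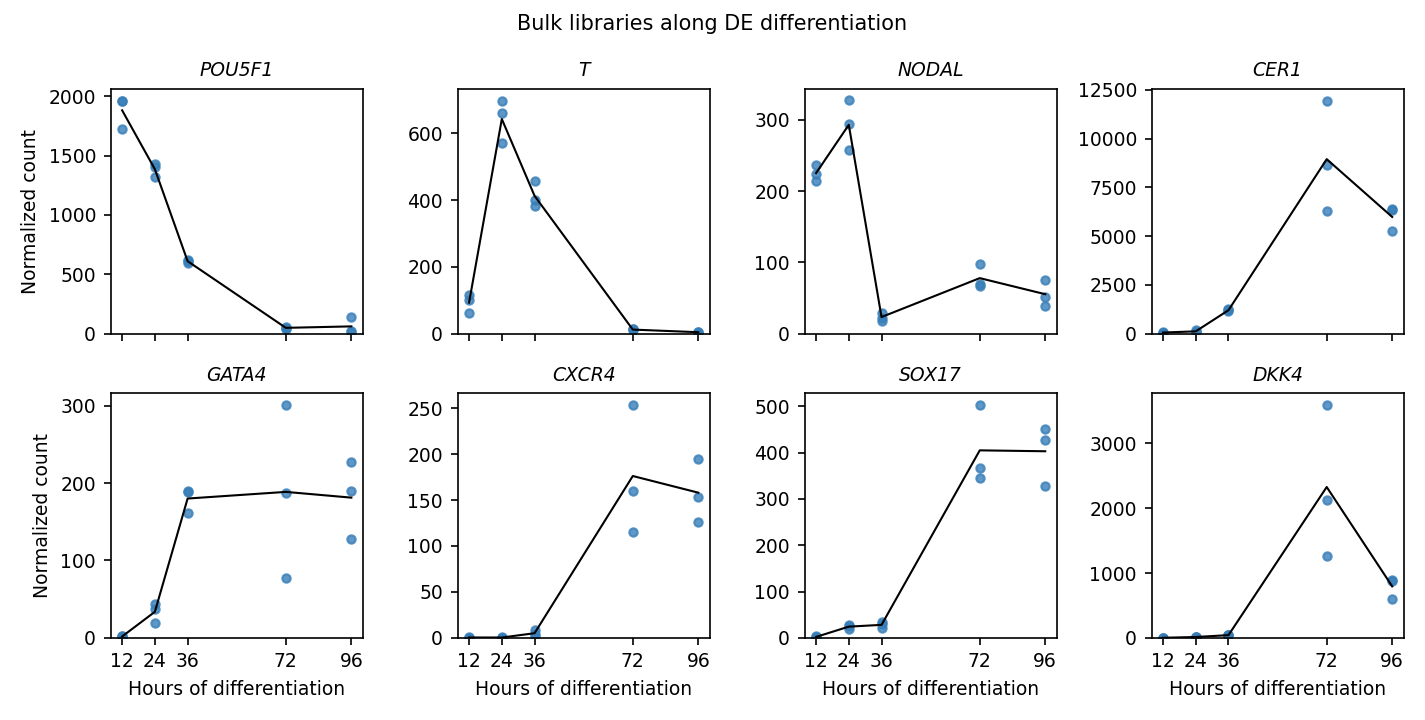
Normalized expected counts (vertical axis, linear scale) in the bulk libraries against hours of differentiation (horizontal axis) for 8 genes. Points are the 3 libraries of each time, and lines join their means. Mean *DKK4* is 41.8 at 36 h and 2328 at 72 h.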

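The DE factors that were on at 72 h were still expressed at 96 h. *PRDM1* encodes a repressor that acts in anterior endoderm, and *POU2AF1* a coactivator first known from B cells. *EOMES* was expressed in 95.7% of 96 h cells (mean 401), *CER1* in 100% (mean 7541), *GATA4* in 88.8% (mean 96.5), *PRDM1* in 90.4% (mean 397) and *POU2AF1* in 98.9% (mean 54.0). *POU2AF1* was already expressed in 100% of undifferentiated cells (mean 10.0) and in 42.2% at 12 h (mean 1.30). At a threshold of 10, it was expressed in 43.5% of cells at 0 h and 86.2% at 96 h. In the 80 cells of 96 h with low spike-in shares and those with high shares, *EOMES* was expressed in 95% and 96.3%, *CER1* in 100% and 100%, *GATA4* in 93.8% and 85.2%, *PRDM1* in 88.8% and 91.7%, and *POU2AF1* in 100% and 98.1%. Their means in these groups were 496 and 331, 6276 and 8477, 122.1 and 77.5, 221.5 and 526, and 52.3 and 55.2. In bulk, none of *EOMES* (log2 fold change from 72 to 96 h -0.27, adjusted p = 0.431), *CER1* (-0.58, adjusted p = 0.138), *GATA4* (-0.07, adjusted p = 0.951) or *PRDM1* (0.81, adjusted p = 0.251) passed the test. The call changed for *CER1* without 72 h replicate 2 (-0.79, adjusted p = 0.00202) and with offsets for GC content and gene length (-0.47, adjusted p = 0.0451, range over its alternatives 0.00202 to 0.63) and for *PRDM1* without the same library (1.13, adjusted p = 0.0396, range 0.0396 to 0.667). *POU2AF1* had too few bulk counts to be tested. Other genes passed the test between 72 and 96 h, in a fit whose spread is shared with the earlier, less variable times. Of 13 BMP response genes, 5 were lower and none was higher (6 lower when adjusted over the list alone, camera adjusted p = 6.69e-06, and adjusted p = 0.130 with an estimated correlation). Of 14 mesoderm genes, 4 were lower (6 over the list alone, adjusted p = 2.07e-05, and adjusted p = 0.0587 with an estimated correlation), among them *PDGFRA*, a growth factor receptor of mesoderm (-1.64, adjusted p = 0.00145), and *HAND1* (-1.50, adjusted p = 4.51e-04). The primitive streak list was lower as a set (1 of 18 lower, 8 over the list alone, adjusted p = 1.48e-04, and adjusted p = 0.107 with an estimated correlation). Of 17 DE genes, 2 were higher and 2 lower (2 and 4 over the list alone, adjusted p = 0.547), with *KIT*, a receptor tyrosine kinase, up from 108.2 ± 17.6 to 351 ± 33.4 (SD, n = 3 each, 1.70, standard error 0.198, adjusted p = 5.60e-05) and *DKK4* down to 794 ± 168.4 (-1.55, adjusted p = 0.00174).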

Key DE markers continue to be expressed at high levels among single cells at the 96-h time point, including *EOMES*, *CER1*, *GATA4*, *PRDM1*, and *POU2AF1,* indicating that cells progressed toward the DE state [52, 53] (Fig. 3b and Additional file 4: Table S3).

At any time point during a differentiation protocol, each sampled cell is not necessarily identical to the others; likely a result of differences in the cell cycle and the local microenvironment of the differentiating cells. We capitalized on the asynchronous nature of the cells to reconstruct a single-cell order following the differentiation trajectory toward DE. By reconstructing this single-cell transcriptomic order, we hoped to identify novel regulators whose expression could mediate the transition from mesendoderm toward a DE state. We devised a novel statistical tool, Wave-Crest, to reorder single cells according to the expression of key gene markers. The cell order reconstruction step of Wave-Crest takes a group of genes of interest and aims to recover a smooth expression profile along time for each of the genes in consideration. To do so, Wave-Crest implements a constrained extended nearest-insertion (ENI) algorithm to reorder cells within each time point utilizing boundary information from other time points. In particular, if a cell’s expression profile is closer to the cells from the previous (next) time point, the cell will be placed in an earlier (later) position in the reconstructed order. The reordering is under the constraint that cells from different collection times are not allowed to be mixed in the recovered order. After ENI, Wave-Crest utilizes the 2-opt algorithm to further refine the cell order (see “Methods”) [54]. When applied Wave-Crest to the scRNA-seq DE differentiation time course data, we selected the genes of interest by combining empirical results from SCPattern and prior knowledge [1, 2, 5, 7, 9, 20]. Our reconstruction focus on markers representing the pluripotent, mesendodermal, and DE states to build a directional reordering of single cells without characterizing the branching structure of single cells (Additional file 1: Figure S5). In particular, pluripotency marker *POU5F1* gradually decreased over the course of 96 h of differentiation, whereas mesendoderm marker *T* expression first peaked at 24 h and gradually decreased at 36–72 h of differentiation (Fig. 3c, left panel). 

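POU5F1 holds the pluripotent state and T marks the mesendoderm that replaces it. Every cell at 0, 12, 24 and 36 h expressed *POU5F1*, with mean normalized counts of 142.5, 314, 214 and 40.6, and 99.3% of 72 h cells and 95.7% of 96 h cells did so, with means of 22.2 and 14.2. At 96 h, 96.3% of cells with low spike-in shares (mean 9.02) and 95.4% of those with high shares (mean 18.02) expressed it. In bulk, *POU5F1* was lower at 12 h than in undifferentiated H9 cells (log2 fold change -0.97, adjusted p = 0.0126), a call lost with DESeq2 (adjusted p = 0.111) and without 12 h replicate 2 (adjusted p = 0.051), in a range over its alternatives of 0.00532 to 0.111. Its mean was 1882 ± 136.2 at 12 h, 1386 ± 57.0 at 24 h, 610 at 36 h and 48.0 ± 6.77 at 72 h (SD, n = 3 each). The fall from 36 to 72 h passed the test (-3.66, standard error 0.422, adjusted p = 8.68e-07). The fall from 24 to 36 h (-1.18, adjusted p = 0.0446) was lost with DESeq2 (adjusted p = 0.222) and on leaving out any of the 6 libraries (adjusted p = 0.102 to 0.157), in a range over its alternatives of 1.15e-14 to 0.222. The libraries of 24 and 36 h did not overlap. These calls depend on the shared fit, which also covers 96 h, where *POU5F1* spread widely (60.3 ± 68.7, SD, n = 3). From 12 to 24 h, the shared fit gave -0.441 (adjusted p = 0.768). With only the groups compared in the fit, it was -0.443 (adjusted p = 9.55e-06). *T* was expressed in 11.6% of 72 h cells (mean 2.61) and in 2.66% of 96 h cells (mean 1.87), where it reached 5.00% of the 80 cells with low spike-in shares and 0.926% of those with high shares (means 3.86 and 0.398). From 72 to 96 h, bulk *T* went from 11.8 to 4.00 (-1.54, adjusted p = 0.0661). It passed the test with no filter on low counts (adjusted p = 0.0474) and with offsets for GC content and gene length (adjusted p = 0.0445), in a range over its alternatives of 0.0445 to 0.203.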

Remarkably, in the reconstructed order, *CXCR4* and *SOX17* both showed a subtle but significant upregulation as early as 36 h of differentiation and continued to increase in later time points (Fig. 3c, right panel). 

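CXCR4 and SOX17 are the surface receptor and the transcription factor most used to define DE. *CXCR4* was expressed in 5.43% of cells at 0 h, 0.980% at 12 h and 1.52% at 24 h, in 27.3% at 36 h (47 of 172 cells, interval 20.8% to 34.6%), 54.3% at 72 h and 43.1% at 96 h. Its mean was 0.0428 at 24 h, 12.0 at 36 h, 47.1 at 72 h and 32.3 at 96 h. *SOX17* was expressed in none of the 0 h cells, 1.96% at 12 h, 10.6% at 24 h, 31.4% at 36 h (54 cells, interval 24.5% to 38.9%), 65.9% at 72 h and 61.2% at 96 h. In the cells of 96 h with low and with high spike-in shares, *CXCR4* was expressed in 35.0% and 49.1%, and *SOX17* in 68.8% and 55.6%. Their means in these groups were 28.8 and 34.8, and 53.5 and 21.9. In bulk, *CXCR4* was at 5.05 ± 3.2 at 36 h and 0.335 ± 0.580 at 24 h (SD, n = 3 each, log2 fold change 3.60, standard error 1.0, adjusted p = 0.0374), a call that was lost without 24 h replicate 1 or 2 or 36 h replicate 1 or 3 (adjusted p = 0.0588 to 0.243, range over its alternatives 0.0132 to 0.243). It rose to 176.2 ± 70.7 at 72 h (5.02, adjusted p = 1.16e-08). *SOX17* rose from 1.97 at 12 h to 24.2 at 24 h (3.73, adjusted p = 9.79e-05), did not pass the test from 24 to 36 h (0.20, adjusted p = 0.847), and rose from 28.0 to 405 ± 85.6 from 36 to 72 h (3.86, standard error 0.269, adjusted p = 8.68e-10). From 72 to 96 h, the log2 fold changes were -0.15 for *CXCR4* (adjusted p = 0.856) and -0.01 for *SOX17* (adjusted p = 0.991).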

Importantly, in the recovered cell order at the 36-h time point, *CXCR4*^*+*^ and *SOX17*^*+*^ single cells appear later and are almost mutually exclusive to the *POU5F1*^*high*^ and *T*^*high*^ cells, indicating our reconstructed cell order is indeed aligned with the differentiation trajectory toward a DE fate (Additional file 1: Figure S5). These results also suggest that the presumptive DE transcriptional program begins between 24 and 36 h, which is surprisingly early considering most established human pluripotent stem cell protocols typically consider DE cells to emerge around days 4 or 5 of differentiation [7, 11, 15, 42, 52].

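At 36 h some cells expressed *CXCR4*, *SOX17* or both, and the differences between cells with and without them were not tested. Among the 47 *CXCR4*-positive cells and the *CXCR4*-negative cells, the median normalized count of *CER1* was 6823 and 4349, of *OTX2*, a factor of anterior endoderm, 249 and 182.7, and of *GATA4* 58.3 and 58.5. That of *HAND1* was 75.5 and 120.9, and of *FOXF1*, a factor of lateral mesoderm, 36.2 and 67.5. *SOX17* was expressed in 55.3% and 22.4% of these cells. Both DE markers were expressed in 26 cells, either in 75 and neither in 97 of 172. *T* was above its 36 h median, a count of 0.956 that is barely detected, in 53.2% of *CXCR4*-positive cells (25 of 47) and 48.8% of *CXCR4*-negative cells. *POU5F1* was above its median in 46.8% and 51.2%. For *SOX17*-positive and *SOX17*-negative cells the shares were 46.3% and 51.7% for *T*, and 46.3% and 51.7% for *POU5F1*. Among the 26 cells with both DE markers, 6 (23.1%) were above the median in both *T* and *POU5F1*, as were 23 of 97 (23.7%) with neither. The 36 h cells were ordered by *POU5F1*, *T*, *CXCR4* and *SOX17* with a polynomial fit of degree 3. This was a reimplementation of the Wave-Crest step that used 4 of the study's 8 markers. The text of the paper held here names no degree. In the order from the first random start, the first and last 57 cells held 19 and 15 *CXCR4*-positive cells, 24 and 12 *SOX17*-positive cells and 38 and 19 *T*-positive cells, and mean *POU5F1* went from 73.2 to 16.8. In all 7 other settings, the last 57 cells held more *CXCR4*-positive and more *SOX17*-positive cells than the first. Both genes are among the markers that build each order, so their place in it is not independent of it. On log2 values the first and last 57 cells held 4 and 34 *CXCR4*-positive cells and 2 and 37 *SOX17*-positive cells. From the order of the cells at 36 h, the paper concludes that the order follows the path to DE and proposes that the DE program begins between 24 and 36 h.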

The second step of Wave-Crest involves application of polynomial regression models to identify genes whose expression profile best fits this reconstructed differentiation trajectory, a strategy we call “fishing” (see “Methods”). We focused on fishing genes at 36 h of differentiation because this appears to be the transition time characterized with a steep downregulation of *POU5F1* and *T* as well as upregulation of *CXCR4* and *SOX17* (Fig. 3c and Additional file 1: Figure S5). Wave-Crest extracted the reconstructed cell order from the 172 cells collected at 36 h of differentiation and then fished against a curated list of transcriptional regulators (Additional file 5: Table S4). The top-fished genes were defined as the genes which had small fitting error in the polynomial regressions. Permutation tests were applied to infer the significance. These top-fished genes were then classified into upregulated and downregulated groups by the coefficient sign of gene-specific slope fitting. The top-fished gene list included known markers for mesendoderm or mesoderm (downregulated genes), such as *GATA3* (No. 3), *HAND1* (No. 4), *FOXF1* (No. 11), *LEF1* (No. 15), and markers for DE specification (upregulated genes), such as *SOX4* (No. 3) and *OTX2* (No. 18), further demonstrating the power of Wave-Crest reconstruction (Fig. 3d and Additional file 6: Table S5)*.* We reasoned that the top upregulated genes are likely to promote the transition from mesendoderm to DE (Fig. 3d). To test these genes, a reporter was devised to measure the effect of manipulation of candidate genes during the transition from a *T*^*+*^ state to a *CXCR4*^*+*^ state in live cells.

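The study's fished lists hold factors of mesoderm among the down genes and factors of DE among the up genes. *GATA3*, *HAND1* and *FOXF1* encode factors of mesoderm and extraembryonic tissue and *LEF1* a partner of β-catenin, whereas *SOX4* and *OTX2* encode factors of DE and of its anterior part. In the order from the first random start, standardized slopes were -0.0752 for *GATA3*, -0.123 for *HAND1*, -0.151 for *FOXF1*, -0.0515 for *LEF1*, 0.146 for *SOX4* and -0.228 for *OTX2*, and *OTX2* had 0.221 on log2 values. Of the 84 published down genes, 72 had a negative slope, where random lists of like expression gave a median of 55 (97.5th percentile 63). Of the 66 published up genes, 14 had a positive slope, where random lists gave 23 (97.5th percentile 30), so that it lay at percentile 0.74. On log2 values, 55 up genes had a positive slope, and 22 to 47 did so in the other 6 settings. The lists were fished by the study from these same cells, so the counts are not independent evidence. In single cells, *LEF1* was expressed in 87.9% at 24 h and 83.1% at 36 h (means 51.4 and 25.0), *FOXF1* in 43.9% and 100% (means 11.1 and 84.1) and *OTX2* in 50.0% and 99.4% (means 34.7 and 230). *SOX4* was expressed in 100% at every time, with means of 5804 at 0 h, 681 at 36 h and 2317 at 96 h (1277 in cells with low and 3087 in those with high spike-in shares). In bulk from 36 to 72 h, 43 of the 84 down genes were lower and 15 higher (44 and 16 when adjusted over the list alone, camera adjusted p = 1.46e-04, and 0.0160 with an estimated correlation). Of 64 measured up genes, 17 were higher and 14 lower (18 and 15 over the list alone, adjusted p = 0.612). Of the 25 down genes in Fig. 3d, 20 were lower and 2 higher (20 and 2 over the list alone, adjusted p = 5.11e-06, and 0.0253 with an estimated correlation), and of 24 measured up genes in that panel, 6 were higher and 6 lower (6 and 7 over the list alone, adjusted p = 0.894).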

### *H9-T-2A-EGFP* reporter line is a robust tool to monitor the mesendoderm to DE transition

In order to measure the levels of real-time endogenous *T* protein expression, we inserted a *2A-EGFP-PGK-Puro* cassette into the endogenous *T* locus via CRISPR/Cas9-mediated gene targeting (Fig. 4a) [55, 56]. Collective analyses from copy number qPCR, junction PCR, and southern blotting confirmed that clone 39 was a correctly targeted clone with only one copy of the *EGFP* and *Puro* cassette knock-in into the endogenous *T* locus. (Fig. 4b and Additional file 1: Figure S6). Upon removal of the *PGK-Puro* cassette with transient Cre expression, this *T-2A-EGFP* line (clone 39) was used in all the subsequent experiments. Cytogenetic test also verified a normal karyotype after gene targeting and clonal expansion (Additional file 1: Figure S6). Importantly, qPCR analysis on EGFP-sorted cells and immunofluorescence staining confirmed that the dynamics of EGFP expression is highly correlated with both the endogenous *T* transcript and protein expression, respectively, making the *T-2A-EGFP* reporter a robust readout for *T*^*+*^ state in the course of our DE differentiation (Fig. 4c and Additional file 1: Figure S6).

**Fig. 4:**
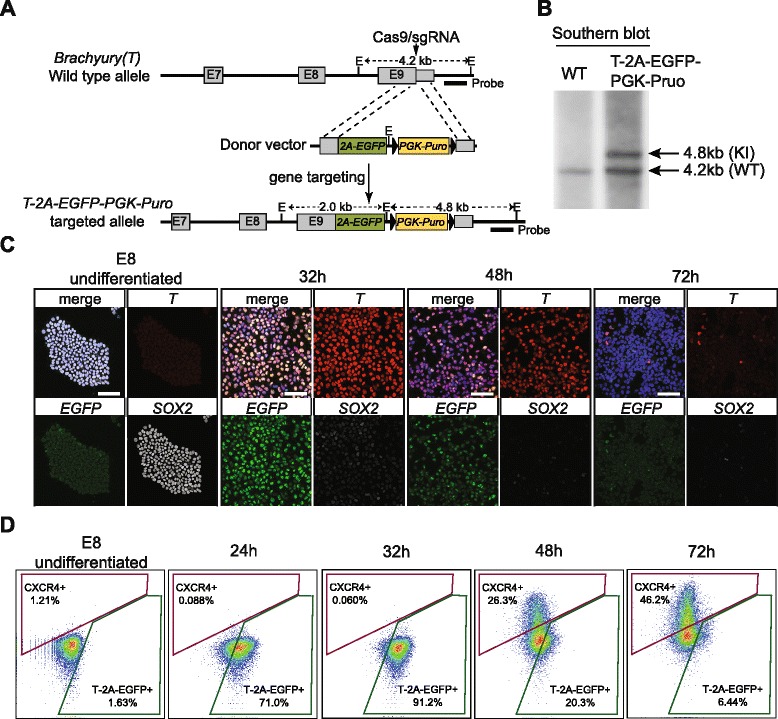
Generation of *T-2A-EGFP* knock-in reporter cell line. **a** Gene targeting strategy of knock-in *T-2A-EGFP-PGK-Puro* cassette to replace the endogenous *T* stop codon, facilitated by the CRISPR/Cas9. *Gray boxes* indicate the exons of the endogenous gene. The arrow indicates the position of the Cas9/sgRNA cut site. The position of the probe for southern blot is indicated. *E EcoRI* sites. The lengths for each EcoRI-digested genomic DNA fragments are indicated. **b** Southern blot shows the targeted allele shifted from 4.2 (wild type genomic fragment, WT) to 4.8 kb (knock-in genomic fragment, KI). **c** Confocal images of SOX2, T, and EGFP immunofluorescence staining over three days of differentiation. Hours of differentiation are indicated. Scale bars = 50 μm. **d** FACS analysis monitoring the dynamics of the percentage of CXCR4^+^ and T-2A-EGFP^+^ cells over three days of differentiation. The *x-axis* indicates GFP/FITC channel. The *y-axis* indicates APC channel

Simultaneously measuring both *T* and *CXCR4* protein levels by FACS provided both the precision and resolution required to detect cell state transitions. After just 24 h of differentiation, more than 70 % of the cells became T-2A-EGFP^+^. The percentage of T-2A-EGFP^+^ cells reached a zenith (approximately 90 %) between 28 and 32 h of differentiation and then gradually decreased over time (20 % at 48 h and below 10 % at 72 h of differentiation, Fig. 4d). Co-staining cells with anti-CXCR4 antibodies revealed that less than 1 % of the cells were CXCR4^+^ at 24 h of differentiation. After 48 h, approximately 25 % of the cells became CXCR4^+^, increasing to above 40 % after 72 h of differentiation (Fig. 4d). Therefore, while T expression transiently peaked around 32 h, CXCR4 expression continually increased, starting as early as 36–40 h of differentiation, a dynamic expression pattern mirroring the temporal profiling by scRNA-seq described above (Fig. 3c). Thus, monitoring the expression of *T-2A-EGFP* and CXCR4 over time presented a tractable means to screen candidate genes identified in the Wave-Crest analysis.

### *KLF8* mediates the mesendoderm to DE transition

We hypothesized that if a regulator plays a promotional role during the transition from mesendoderm toward DE, then knocking down its expression would delay this progression. On the other hand, overexpression of such regulators should accelerate this progression. We conducted a siRNA knockdown screen focused on the top 25 upregulated genes identified by Wave-Crest (Fig. 3d). We accounted for both the percentages of EGFP^+^ and CXCR4^*+*^ of each gene knockdown at day two of differentiation (between 45 and 48 h), defined as a “Differentiation Score” for each gene tested (see “Methods”). When compared with non-target siRNA controls (Differentiation Score arbitrarily set to 1), knockdown of *CXCR4* reduced the percentage of CXCR4^+^ cells from greater than 30 % to approximately 10 %; whereas knockdown of *T* substantially reduced the percentage of EGFP^+^ cells and increased percentage of CXCR4^+^ cells, validating the efficacy of siRNA knockdown protocols (Fig. 5a). Among all the genes tested, *TERF1*, *SPEN*, and *KLF8* knockdowns displayed the lowest Differentiation Score (i.e. the most potent blockade of differentiation) (Fig. 5b). Between the top three genes, *KLF8* knockdown showed the smallest increase of T-2A-EGFP expression, indicating a more specific blockade of DE differentiation rather than enhancing mesendoderm or mesoderm differentiation (Fig. 5a and Additional file 1: Figure S7). *KLF8* is expressed at a much lower level in undifferentiated human ES cells than *TERF1* or *SPEN* (Additional file 1: Figure S7). 

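*KLF8* encodes a Krüppel-like factor that acts in epithelial-mesenchymal transition, *TERF1* a protein that binds telomere repeats, and *SPEN* a transcriptional corepressor. In bulk H1 cells, *KLF8* had a normalized count of 197 ± 18.8, *TERF1* 14375 ± 228 and *SPEN* 1729 ± 52.5 (SD, n = 4 each). In H9 cells they had 181.7 ± 22.7, 14660 and 2547 ± 349 (SD, n = 3). In single H1 cells the means were 30.7, 6314 and 280. *KLF8* was lower in H1 cells than in the mean of the progenitors (log2 fold change -3.04, adjusted p = 1.89e-12), whereas *TERF1* was higher (3.91, adjusted p = 3.31e-17) and *SPEN* lower (-0.57, adjusted p = 3.73e-04). DE cells had the most *KLF8* of the 7 types, with 5157 ± 235 in bulk (SD, n = 2, log2 fold change 3.56, standard error 0.095, adjusted p = 5.62e-15) and a mean of 594 in single cells. The batch sums gave a log2 fold change of 3.08 (adjusted p = 1.16e-05). ECs had 2143 in bulk, TBs 1376, NPCs 447 and HFFs 146.5. The threshold of 1 was passed by 98.6% to 100% of the cells of every type, so the level and not the share told the types apart. *KLF8* lies on chromosome X of GRCh37 from 56258789 to 56317964 on the plus strand, *TERF1* on chromosome 8 from 73921091 to 73960358 and *SPEN* on chromosome 1 from 16162590 to 16266951.

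**Figure D4:**
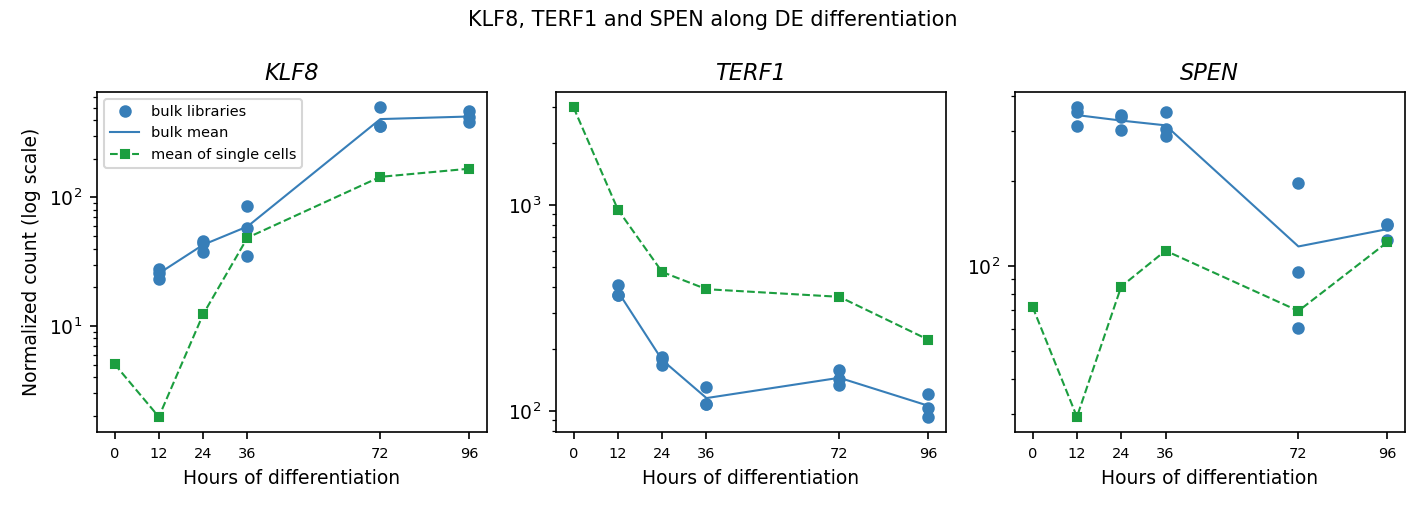
Normalized expected counts (vertical axis, log scale) of *KLF8*, *TERF1* and *SPEN* against hours of differentiation (horizontal axis). Points are bulk libraries, with a line through their means, and squares on a dashed line are the means of single cells. Mean bulk *KLF8* is 59.4 at 36 h and 407 at 72 h.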

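Bulk *KLF8* rose between 36 and 72 h, and mean *TERF1* in single cells was lower at each later time. Of single cells, 59.8% expressed *KLF8* at 0 h (mean 5.06), 12.7% at 12 h (mean 1.97), 56.1% at 24 h (mean 12.3), 94.8% at 36 h (mean 48.6), 99.3% at 72 h (mean 144.5) and 93.6% at 96 h (mean 167). At 96 h, 90.0% of the cells with low spike-in shares and 96.3% of those with high shares expressed it (means 200.2 and 142.6). In bulk, *KLF8* was higher at 12 h than in H9 cells (log2 fold change 0.816, adjusted p = 0.0102), and the call was lost without 12 h replicate 3 (adjusted p = 0.0546, range over its alternatives 0.00439 to 0.0546). It was at 25.6 at 12 h, 42.8 at 24 h and 59.4 ± 25.0 at 36 h, and neither step passed the test (log2 fold changes 0.73 and 0.48, adjusted p = 0.220 and 0.348). It rose to 407 ± 81.4 at 72 h (SD, n = 3, 2.77, standard error 0.231, adjusted p = 1.16e-08) and was at 426 at 96 h (0.07, adjusted p = 0.918). *TERF1* was expressed in 100% of cells at every time, with means of 2977 at 0 h, 950 at 12 h, 473 at 24 h, 390 at 36 h, 358 at 72 h and 222 at 96 h (188.1 and 247.5 in these groups). Bulk *TERF1* fell from 380 at 12 h to 176.8 at 24 h (-1.10, adjusted p = 7.29e-05). It was at 115.5 ± 13.2 at 36 h and at 144.95 ± 13.1 at 72 h (0.326, adjusted p = 0.104), and this rise passed the test without 72 h replicate 2 (adjusted p = 0.0493, range over its alternatives 0.0493 to 0.558). The mean of *SPEN* in single cells was 71.7 at 0 h, 29.3 at 12 h, 84.7 at 24 h, 113.4 at 36 h, 69.5 at 72 h and 121.3 at 96 h (170.5 and 84.8 in these groups), and bulk *SPEN* fell from 314 ± 31.7 at 36 h to 117.4 ± 70.9 at 72 h (SD, n = 3 each, -1.41, adjusted p = 1.79e-04).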

*KLF8* was also detected as a differentially expressed gene in our SCPattern analysis (Additional file 4: Table S3). Collectively, these data support the idea that *KLF8* may play a specific role during the transition from mesendoderm toward DE cells.

**Fig. 5:**
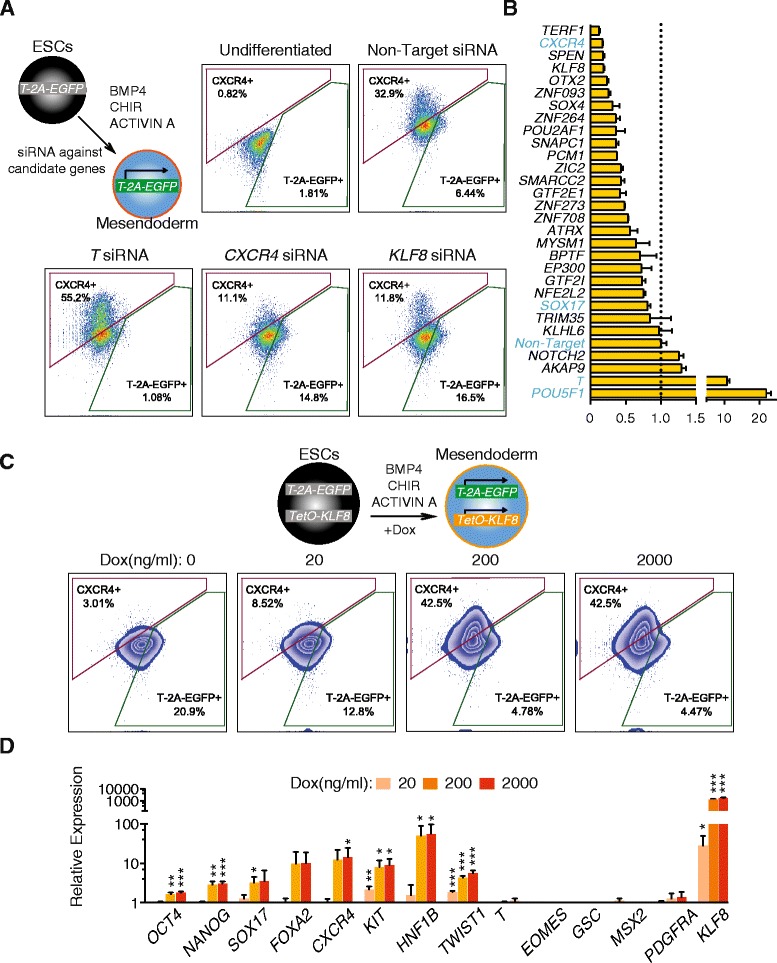
*KLF8* mediates mesendoderm to DE differentiation. **a** Schematics of siRNA knockdown strategy. FACS analysis of CXCR4 and T-2A-EGFP expression at day two of differentiation with representative gene-specific siRNA transfection results. **b** Summary Differentiation Scores of siRNA knockdown experiments of the top 25 genes tested. The *dashed line* indicates a Differentiation Score of 1, set by the non-target siRNA control. Genes in *blue font* indicate control experiments. **c** *Upper panel*, schematics of *KLF8* overexpression strategy during differentiation. *Lower panel*, FACS analysis shows CXCR4 and T-2A-EGFP expression at day two of differentiation. *DOX* Doxycycline. **d** QPCR analysis of three independent *KLF8* overexpression clones tested at day two of differentiation. All data are shown as mean ± S.D. ***p <0.001; **p <0.01; *p <0.05, all by one-tailed t-test. In all FACS plots, the *x-axis* indicates GFP/FITC channel, the *y-axis* indicates APC channel

To further examine this possibility, we generated a doxycycline (DOX)-inducible *KLF8* transgene integrated by the PiggyBac system [57] into the *T-2A-EGFP* reporter cell line. Upon differentiation, induction of *KLF8* (DOX treatment from 20 to 40 h of differentiation) robustly increased the percentage of CXCR4^+^ cells from ~5 % to above 40 % in a dosage-dependent manner (Fig. 5c), accompanied by the loss of T-2A-EGFP^+^ cells (Fig. 5c). This result was confirmed by examining a total of three independent *KLF8* overexpression clones. Furthermore, DOX induction of *KLF8* led to significant activation of DE markers including *CXCR4*, *HNF1B*, *SOX17*, and *KIT*, as judged by qPCR analysis from all three clones (Fig. 5d). Importantly, *KLF8* overexpression did not induce the expression of mesendoderm or mesoderm markers such as *T*, *EOMES*, *GSC*, *MSX2*, and *PDGFRA* (Fig. 5d). We also observed that overexpressing *KLF8* increased cell mobility as evident by the upregulation of *TWIST1*, an epithelial-to-mesenchymal transition (EMT) marker (Fig. 5d). These results indicate that *KLF8* plays a specific role promoting the transition from *T*^*+*^ mesendoderm to *CXCR4*^*+*^ DE fate, perhaps through the suppression of *T* or by enhancing the EMT during DE differentiation. These results also suggest that the cell state transition from mesendoderm to DE is a complex and dynamic process, coupling the expression of specific transcriptional regulators with changes in cell migratory behavior. Altogether, our single-cell analysis identified *KLF8* as a previously unrecognized positive regulator of the transition from mesendoderm to nascent DE (Fig. 6). Other genes identified by the single-cell analysis are additional candidates for being regulators of this transition as well. We anticipate that the strategy used in this study – using scRNA-seq analysis to form hypotheses that can be tested by more conventional techniques – may be further applied to uncover novel regulators in other lineages during cell fate decisions both in vitro and in vivo.

**Fig. 6:**
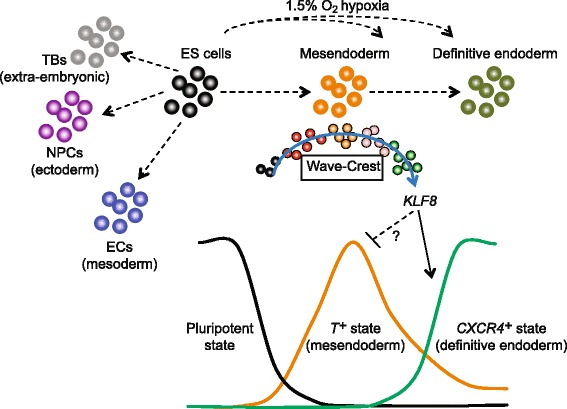
Snapshot and temporal scRNA-seq profiling on progenitor cell states. scRNA-seq from snapshots of lineage-specific progenitors revealed that hypoxia enhances DE differentiation in a time-sensitive manner, likely acting on the mesendodermal progenitors. The differentiation trajectory was reconstructed by Wave-Crest (*blue arrow*) using time course scRNA-seq along the differentiation towards DE cells. Results from loss-of-function and gain-of-function experiments demonstrated that *KLF8* function as a positive regulator mediating cell states transitions from *T* ^*+*^ mesendoderm to *CXCR4* ^*+*^ DE cells. We hypothesize that *KLF8* can suppress *T* ^*+*^ state and in turn enhance the activation of *CXCR4* ^*+*^ state. The molecular mechanisms of how *KLF8* directly or indirectly suppress *T* ^*+*^ state require future investigation

## Discussion

### scRNA-seq from lineage progenitors and the role of hypoxia on DE differentiation

Our scRNA-seq analysis of distinct progenitors derived from human ES cells revealed that one of the principal components (PC5) discriminated the DE cells from all other progenitors (Fig. 1d). Allez enrichment analysis on the gene loadings from PC5 revealed a role for metabolism in the genesis of DE cells (Figs. 1e and 2). Among the human ES cells tested, culture conditions of 1.5 % O_2_, but not 5 % O_2_, consistently increased the percentage of CXCR4^+^ cells (Fig. 2b). Most importantly, the impact of hypoxia is pronounced in the first two days of differentiation (Fig. 2d and e). Interestingly, only one recent report thus far described a positive effect of hypoxia on differentiating mouse ES cells to DE [43]. However, given that mouse and human ES cells are maintained by distinct signaling pathways [58, 59], it was not entirely clear if the hypoxia-enhanced DE differentiation may or may not directly translate to human ES system. To the best of our knowledge, our study is the first to investigate the effects of hypoxia during early definitive endoderm differentiation from human ES cells.

Most importantly, the implications from these results are twofold. First, there is a critical time window when the precursors of DE are responsive to hypoxic conditions, causing the initial upregulation of DE markers (Fig. 6). Second, it is plausible that cells destined to become DE cells, experience a lower oxygen concentration that prompts their specification to DE fate. Future whole embryo culture experiments will determine if a hypoxic microenvironment can enhance DE formation/specification.

### Temporal scRNA-seq analysis highlights the transcriptomic transitions from pluripotent to mesendoderm to DE states

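In bulk, the number of genes that changed between neighboring time points did not fall steadily, and it was highest from 36 to 72 h, the longest of these intervals, within which CHIR99021 was withdrawn. At an adjusted p under 0.05, 519 genes changed from 12 to 24 h, 348 of them higher at 24 h, and 516 were higher and 367 lower at 36 h than at 24 h. From 36 to 72 h, 2847 genes were higher and 2408 lower, and from 72 to 96 h, 341 changed, 196 of them lower. Between 12 h and undifferentiated H9 cells of the other experiment, 3378 genes were higher at 12 h and 3606 lower. With only the libraries compared in the fit, 752 genes were higher and 676 lower from 12 to 24 h, 1168 and 1090 from 24 to 36 h, and 37 and 25 from 72 to 96 h, so that in the last interval more were higher than lower. The shared fit takes 1 spread per gene from all times, although libraries differed more at 72 and 96 h than before. It may therefore call too few genes early and too many from 72 to 96 h, which was not tested. Leaving out 1 library gave 310 to 346 from 12 to 24 h, 588 to 628 from 24 to 36 h and 206 to 1510 from 72 to 96 h. Offsets for GC content and gene length, added after the data were seen, gave 395 higher and 294 lower from 12 to 24 h, 577 and 631 from 24 to 36 h, and 302 and 350 from 72 to 96 h.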

We compared scRNA-seq profiles between each pair of neighboring time points over four days of differentiation (Fig. 3a) and found that the number of differentially expressed genes generally decreased over time (2224 genes [0–12 h], 830 genes [12–24 h], 1317 genes [24–36 h], 466 genes [36–72 h], and 11 genes (72-96 h)]. This observation suggests that transcriptional changes gradually decrease with continual BMP4 and Activin A signaling. Interestingly, our PCA plot (Fig. 3a) shows overlapped individual cells collected between 72 h and 96 h, suggesting that cells could gradually transition into a relatively “stable” state at 72 h of differentiation.

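Bulk *MYCT1* (log2 fold change from 72 to 96 h -0.53, adjusted p = 0.160) did not pass the test over this last day, except without 72 h replicate 2 (adjusted p = 0.0231, range over its alternatives 0.0231 to 0.595). Other genes did. *COL3A1*, a fibrillar collagen, rose from 220 ± 49.7 to 2366 ± 441 (SD, n = 3 each, 3.42, adjusted p = 2.05e-08), *FRZB*, a secreted WNT inhibitor, from 27.7 to 188 (2.76, adjusted p = 1.83e-05) and *ALDH1A2*, which makes retinoic acid, from 14.9 to 117.5 (2.98, adjusted p = 3.62e-04). *WNT5A* fell from 584 to 180 (-1.70, adjusted p = 2.16e-05). With the cells thinned to equal totals, 72 h cells made up 2.88% of the neighbors of the 96 h cells with low spike-in shares (80 cells) and 36.6% of those of the cells with high shares.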

When focusing on the 36 h time point of differentiation, the reconstructed cell order provides a glimpse of how the cells progress over time (Fig. 3c and Additional file 1: Figure S5). This analysis reveals that DE markers *SOX17* and *CXCR4* are activated surprisingly early in a small number of cells with low or no expression of *T* (Fig. 3c and Figure S5). This trend, consistent with previous findings, confirmed the reconstructed trajectory from mesendoderm toward DE and provided a measure of confidence in the subsequent fishing step. 

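Of the cells with an early DE marker at 36 h, some expressed *T* and others did not. *T* was below a normalized count of 1 in 22 of 47 *CXCR4*-positive cells and in 29 of 54 *SOX17*-positive cells. At a threshold of 10, 31 cells expressed *CXCR4* and 36 expressed *SOX17*. *MESP1*, a factor of early mesoderm, was expressed in 40.4% of *CXCR4*-positive and 52.8% of *CXCR4*-negative cells.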

While we only tested upregulated genes from the Wave-Crest analysis, it is possible that our top downregulated genes are playing regulatory roles for mesendoderm or mesoderm fate differentiation (Fig. 3d). Given the high quantity of reconstructed single-cell information, follow-up experiments are needed to investigate the full set of regulators governing the decision to bifurcate from mesendoderm to either mesoderm or DE.

It is not surprising that scRNA-seq data revealed cell state asynchrony during differentiation as the phenomenon has been reported in other cell types subjected to scRNA-seq analysis [26–28]. However, what factors contribute to the cell-to-cell delay or advancement of transcriptomic progression is still unclear. One possible factor is the cell cycle, which is unsynchronized across the population of cells [25] either at the initiation of differentiation and/or when single cells were collected for RNA-seq. For example, recent reports suggest that the cell cycle status can influence signaling pathways directing exit from the pluripotent state [60–62]. To resolve this, future efforts will need to monitor real-time expression of lineage specification markers while simultaneously tracing cell division.

Two new statistical tools to characterize our temporal scRNA-seq data are reported in this study. The first is SCPattern, an empirical Bayes model to identify genes with expression changes over time, specifically designed to tackle the analytical challenges of scRNA-seq data. The statistical power and simulations of SCPattern are detailed in a companion study [29]. The second tool, Wave-Crest, is composed of a first step to reconstruct temporal cell order and a second step focused on identifying novel regulators (fishing) (see “Methods”). Evaluating the performance of Wave-Crest by simulation studies can be found in Additional file 1: Supplementary Results and Figure S8 with Additional file 7. Wave-Crest attempts to reorder cells along their differentiation progression based on known markers expression and focused on identifying novel regulators at transition state (particularly from mesendoderm to DE). Wave-Crest also uses known temporal information to improve its performance. While the development of Wave-Crest was not intended to perform pseudo-temporal reconstruction, its reconstructed single-cell order could represent a particular differentiation trajectory guided by preselected markers. While comparing the performance between Wave-Crest and other pseudo-temporal approaches is beyond the scope of this study, a preliminary comparison of using known markers to guide single-cell reordering between Wave-Crest and Monocle [63] could be found in Additional file 1: Supplementary Results and Figure S9. It is important to note that this comparison only used our preselected markers. A graphical user interface implementation of Wave-Crest is also available; details may be found in Additional file 1: Supplementary Methods and Figure S10. To decide candidate genes to use for reordering, the algorithm currently utilizes differential expression results from SCPattern combined with prior knowledge of markers (Additional file 1: Figure S5). Although supervised or semi-supervised learning plays a role in most of the single-cell analyses [27, 64–66], it would be ideal to extract markers from high dimensional data in an unsupervised fashion. The fishing step is performed primarily for transcriptional regulators in this study. It will be of great interest to perform fishing for other categories of gene families, such as post-translational regulators or regulatory RNA species shown to be critical for cell fate transitions. Finally, control of cell-to-cell variabilities by spike-ins was not applied in our scRNA-seq data due to technical challenges in our initial in-house trial experiments. Future efforts to employ novel computational approaches to access scRNA-seq variability should greatly improve our ability to identify additional novel regulators [30, 32, 50, 66–68].

### *T-2A-EGFP* reporter line as a robust platform to define the role of *KLF8* in mediating DE differentiation

In order to directly test the candidate genes identified from scRNA-seq analysis, we generated the first *T*-knock-in reporter human ES cell line that faithfully reflects the endogenous *T* protein expression level, rather than at the transcriptional level [69, 70]. As *T* activation marks the onset of gastrulation, this reporter line will be useful for future studies involving the earliest molecular events during the formation of the primitive streak state in human pluripotent stem cells. While CXCR4 antibody staining provided a robust readout for DE state, combining our *T-2A-EGFP* reporter with other genetically tagged reporters of transcription factor whose expression is important for DE cell fate would be beneficial.

Our siRNA screen resulted in mostly delayed differentiation phenotypes among the candidate genes (top upregulated genes) tested (Fig. 5b), consistent with the hypothesis that this group of genes is mostly positive regulators of the DE fate. Specifically, *TERF1*, *SPEN*, and *KLF8* stand out as the strongest candidates to reduce the percentage of *CXCR4*^*+*^ cells (Fig. 5b and Additional file 1: Figure S7). We concentrated on *KLF8* because it displayed a dynamic expression pattern over the course of four days of differentiation (Additional file 1: Figure S7). The knockdown of *TERF1* and *SPEN* are likely reflecting a pleiotropic rather than specific effect on DE differentiation. Interestingly, our data also indicate that *KLF8* could negatively regulate *T* expression since *KLF8* knockdown increased *T* expression (Fig. 5a) and *KLF8* overexpression decreased *T* expression (Fig. 5c). Whether *T* is a direct target of *KLF8* requires further examination (Fig. 6). The positive regulation role of *KLF8* in DE differentiation is best demonstrated by overexpression of *KLF8* alone (which is sufficient to induce DE markers) suggesting an acceleration of the transition from mesendoderm to DE (Figs. 5d and 6).

While the exact role(s) of *KLF8* during early embryogenesis has not been examined in detail, a hemizygous gene-trapped *KLF8* allele exhibits developmental delay at mid-gestation; although with variable penetrance in the gene-trapped embryos examined [71]. Furthermore, recent studies indicate that *KLF8* mediates a number of oncogenic processes including transformation and metastasis in ovarian, breast, bladder, and colorectal cancers [72–74]. It is plausible that *KLF8* may regulate the EMT that is coupled with DE specification (Fig. 6). Future efforts may elucidate the molecular mechanisms by examining the direct targets of *KLF8* during DE cell fate specification*.*

## Conclusions

In this study, we reported the analysis of scRNA-seq data from a total of 1776 single cells generated from various lineage-specific progenitors and from time course profiling along mesendoderm toward DE lineage. To our knowledge, this is one of the most complete scRNA-seq studies characterizing human ES cells and their progenies to date. We describe new algorithms for scRNA-seq analysis: Wave-Crest and SCPattern. Our scRNA-seq analyses uncovered a cohort of novel regulators potentially responsible for the transitioning phase from mesendoderm toward endodermal progenitors. We have demonstrated that *KLF8* plays a pivotal role in accelerating the differentiation of DE cells. Altogether, we believe that the combination of scRNA-seq analysis and genetic approaches will shed light on novel molecular mechanisms governing cell fate decisions.

## Methods

### Cell culture and differentiation

H1 and H9 human ES cells were routinely maintained at the undifferentiated state in E8 medium on Matrigel (BD Bioscience) coated tissue culture plates with daily medium feeding [34]. Human ES cells were passaged every 3–4 days with 0.5 mM EDTA in PBS at 1:10 to 1:15 ratio for maintenance. H1 were differentiated according to previously established protocols [6, 17, 35]. In brief, H1 cells were individualized with Accutase (Life Technologies), washed once, and then seeded onto Matrigel coated plates at a density of 1–2.0 × 10^4^ cells/cm^2^ and cultured in various differentiation medium. For TBs, H1 were seeded in E7 (E8 minus FGF2) with 50 ng/mL BMP4 and SB431542 (5 μM). For ECs, H1 were seeded in E8 with 5 ng/mL BMP4 and 25 ng/mL Activin A for the first two days, then switched to supplement with VEGF and WNT for three days. For DE cells, H1 cells were seeded in E8 with BMP4 (5 ng/mL), Activin A (25 ng/mL), and CHIR99021 (1 μM) for the first two days, then withdraw CHIR99021 for the remaining period of differentiation. This differentiation protocol is used in all RNA-seq, hypoxic, siRNA knockdown and *KLF8* overexpression experiments. For NPCs, the undifferentiated *H1-SOX2-mCherry* reporter line was treated with 0.5 mM EDTA in PBS for 3–5 min and seeded in NPC differentiation medium (1–2 × 10^4^ cells/cm^2^). The NPC differentiation medium consists of E6 (E8 minus FGF2, minus TGFβ1), with 2.5 μg/mL insulin, SB431542 (10 μM) and 100 ng/mL Noggin [35]. DE cells, ECs, and TBs were harvested at the end of day 5 for antibody staining and subsequent FACS sorting. Specifically, ECs were enriched from the PECAM1^+^/CD34^+^ double positive sorted population; DE cells were enriched from the CXCR4^+^ sorted population; TBs were enriched from the TROP2^+^ sorted population; and NPCs were enriched from sorting for the Cherry + population from a SOX2-Cherry^+^ knock-in line at the end of day 7 of differentiation. For the time course scRNA-seq experiments, no cell sorting or marker enrichment was performed prior to capture single cells. All differentiation media were changed daily. HFFs were cultured in DMEM/F12 supplemented with 10 % FBS. All 1.5 % O_2_ hypoxia experiments were conducted in a hypoxic glove box (Coy Labs). All 5 % O_2_ hypoxia experiments or normoxia 20 % O_2_ are conducted in standard cell culture incubators with [N_2_] regulators. All the cell cultures performed in our laboratory have been routinely tested as negative for mycoplasma contamination and authenticated by cytogenetic tests.

### Single-cell capture and single-cell cDNA library preparation

Single-cell loading, capture, and library preparations were performed using the Fluidigm C1 system as described previously [25]. 5000–8000 cells were loaded onto a medium-sized (10–17 μm) C1 Single-Cell Auto Prep IFC (Fluidigm) and the cell-loading script was used according to the manufacturer’s instructions. The capture efficiency was inspected using EVOS FL Auto Cell Imaging system (Life Technologies) to perform an automated area scanning of the 96 capture sites on the IFC. Empty capture sites or sites having more than one cell captured were first noted, and those samples were later excluded from further library processing for RNA-seq. Immediately after capture and imaging, reverse transcription and cDNA amplification were performed in the C1 system using the SMARTer PCR cDNA Synthesis Kit (Clontech) and the Advantage 2 PCR Kit (Clontech) according to the instructions in the Fluidigm user manual. Full-length, single-cell cDNA libraries were harvested the next day from the C1 chip and diluted to a range of 0.1–0.3 ng/μL. Diluted single-cell cDNA libraries were fragmented and amplified using the Nextera XT DNA Sample Preparation Kit and the Nextera XT DNA Sample Preparation Index Kit (Illumina). Libraries were multiplexed at 24 or 48 libraries per lane, and single-end reads of 67 bp were sequenced on an Illumina HiSeq 2500 system.

### Immunofluorescence staining and confocal image analysis

Cells were seeded and cultured on Matrigel coated glass-bottom culture dishes (MatTek, 12- or 24-well dishes) for differentiation or treatments. Cultured cells were then washed with PBS and with BD Perm/wash buffer and then fixed with BD Cytofix at 4 °C for 15 min. Cells were then permeablized with 0.2 % TritonX-100 (in PBS) at room temperature for 30 min. Cells were then blocked with blocking buffer (2 % BSA and 1 % FBS in PBS) for 1 h at room temperature followed by staining with primary antibody diluted in blocking buffer at 4 °C overnight. The next day, cells were washed three times with blocking buffer before incubated with AlexaFluor secondary antibodies (Invitrogen, 1:1000 dilutions in blocking buffer) and DAPI for 1 h at room temperature. Cells were then washed three times with blocking buffer and mounted on glass slides (Vectors Labs) for imaging. All the primary antibodies used in this study can be found in Additional file 8: Table S7. Immunofluorescence images were collected using a Nikon A1R laser scanning confocal microscope with Plan Apo 10x, Plan Fluor 20x Ph1 DLL, or Plan Apo 20x DIC M objectives. Images were processed using NIS Elements or ImageJ. Some z-stacks were presented as maximum intensity projection images.

### Gene targeting and plasmids construction

#### Brachyury (T)-2A-EGFP reporter

*T-2A-EGFP-PGK-Puro* targeting vector (donor vector) with ~480 bp homology arms on each side of the stop codon was cloned into the targeting vector backbone (modified from Addgene 31938) [75]. FseI and SacI linearized *T-2A-EGFP-PGK-Puro* cassettes were used for gene targeting experiments. All the DNA oligos used in this study are listed in Additional file 9: Table S8. CRISPR/Cas9 mediated gene targeting experiments were performed as previously described [55]. Briefly, H9 cells were individualized with Accutase, washed once with E8 medium, and resuspended in E8 medium with 10 mM HEPES buffer (pH 7.2–7.5) (Life Technologies). For electroporation, 2.5 × 10^6^ cell were mixed with 7.5 μg of *pCMV-hCas9* plasmid (Addgene 41815) [56], 7.5 μg of sgRNA construct, and 10 μg of linearized donor DNA template in a total of 500 μL of cell/DNA suspension, transferred to a 4-mm cuvette (Bio-Rad) and electroporated with a Bio-Rad Gene Pulser Xcell. Electroporation parameters were 250 V, 500 μF, and infinite resistance. Cells were then plated into Matrigel-coated culture dishes in E8 medium supplied with 10 μM ROCK inhibitor Y-27632 (Tocris). Medium was changed daily. Puromycin selection was started three to four days after electroporation. Puromycin-resistant colonies were picked five to seven days after drug selection was applied. In the *T-2A-EGFP* targeting experiments, clone 39 was verified as correctly targeted clone with normal karyotype and is used for all the subsequent experiments in this study (Additional file 1: Figure S6). For the SOX2-Cherry reporter, a *Cherry-2A-Puro* cassette (donor vector) with ~480 bp homology arms on each side of the stop codon was cloned into the targeting vector backbone (modified from Addgene 31939) [75]. FseI and SacI linearized *SOX2-Cherry-2A-Puro* cassettes were used for gene targeting performed in the same manner as described above. Corrected targeted clones were confirmed by PCR and southern blot analysis. Details about the *SOX2* gene targeting will be reported elsewhere (Chu et al., in preparation). All vectors and their sequences are available upon request.

### The Wave-Crest method

Wave-Crest extends the nearest-insertion algorithm to recover single-cell order following the expression of preselected markers in time course scRNA-seq data. Prior to the analyses, we scaled expression within each gene to values with mean 0 and variance 1 to ensure the values across different genes are comparable. Wave-Crest reorders cells within each time point by utilizing information from its other time points. Similar to Leng et al. [25], the Wave-Crest algorithm implements an extended nearest insertion (ENI) algorithm to reorder the cells, but with a constraint that cells from different collection time are not allowed to be mixed in the recovered order. The Wave-Crest ENI starts with *τ* randomly selected cells, one from each time point. These *τ* cells are sorted by the time course order. A *τ* + 1 th cell is chosen at random and inserted into the series of cells. Suppose that this cell is from time point *t*_1_, this forms two candidate orders – insert this cell between the *t*_1_ − 1 th and *t*_1_ th cell in the original order, or between *t*_1_ th and *t*_1_ + 1 th. We evaluate each order using the aggregated mean squared error (MSE) of a polynomial regression. For a given order, the polynomial regression is fitted to the rescaled expression of each gene. For each order, the aggregated MSE of a candidate gene group is defined as the summation of the MSEs among all genes of interest. The optimal order of the first *τ* + 1 cells is then selected as the one that minimizes the aggregated MSE. This process is repeated to insert the *τ* + 2 th cell and so on, until all cells are considered. A 2-opt algorithm is then applied to avoid finding local maxima and to refine the global expression profile [54]. Evaluation of the ENI algorithm and the 2-opt algorithm may be found in Additional file 1: Supplementary Results and Figure S8e. Wave-Crest also incorporates a detection step to further identify genes with a smooth profile following the reconstructed pseudo-time, which we called “fishing”. This detection (fishing) step again utilizes polynomial regression. For a gene g, we reorder its rescaled expression following the recovered order, fit a polynomial curve, and calculate its gene-specific MSE (observed MSE). A permutation test is then conducted to determine the goodness of the fit by comparing the observed MSE to a large group of simulated genes. To generate a permuted gene, we randomly pick a gene from the full set of genes under consideration and permute its cell order, fit a polynomial regression as above and calculate the MSE of the permuted gene. The MSE distribution of the permuted genes is then used to make inference about the MSE distribution under the null hypothesis (no expression change associated with the reconstructed cell order). An empirical gene’s permutation *p* value is then calculated as $$ \frac{\#\kern0.1em \mathrm{permuted}\kern0.3em \mathrm{M}\mathrm{S}\mathrm{E}\le \kern0.3em \mathrm{observed}\kern0.3em \mathrm{M}\mathrm{S}\mathrm{E}}{\#\kern0.1em \mathrm{permuted}\kern0.3em \mathrm{M}\mathrm{S}\mathrm{E}} $$, where the observed MSE indicates the g’s MSE based on the reconstructed order. Genes with small permutation *p* values are considered detected. Wave-Crest is available as an R package, freely available at (https://github.com/lengning/WaveCrest). The softwares are licensed under the terms of the Apache License 2.0. A graphical user interface is also provided (Additional file 1: Figure S10), which allows users with little computational background to perform the analysis.

In the DE differentiation time course analysis described in this manuscript, the ENI algorithm and 2-opt algorithm were applied on 758 cells across six time points (0 h, 12 h, 24 h, 36 h, 72 h, and 96 h). Genes whose median expression is less than 10 were omitted. The fishing step was applied on the 172 cells collected at 36 h of differentiation (following the ENI reconstructed cell order). A total of 2178 transcriptional regulators were considered in this fishing step (Additional file 5: Table S4). We defined the top genes with expression trend within 36 h by taking the ones with small MSE in the polynomial fitting along these 172 cells. The genes were further classified into upregulated and downregulated groups by their expression trend along the recovered order of these 172 cells. The two groups were defined by the sign of the slope coefficient in gene-specific linear fitting. The genes with positive (negative) slope coefficient were defined as up- (down-) regulated from early-36 h cells to late-36 h cells. A total of 100,000 permutations were conducted in the permutation test.

### Reverse transcription (RT) and qPCR analysis

All procedures were performed as described previously [76]. Total RNAs were purified using RNeasy kits (Qiagen) with either on-column DNase treatment or genomic DNA removal columns. Between 100 ng to 500 ng of purified RNAs were reverse transcribed with SuperScript VILO Master mix (Life Technologies). To perform TaqMan qPCR reactions (10 μL total volumes), 1 μL of the cDNA was subsequently used in each of the triplicate qPCR reactions with individual 1× TaqMan Gene Expression assays and 1× TaqMan Universal PCR Master Mix II (Life Technologies). qPCR was performed using ViiA™ 7 System and data analysis was performed using ExpressionSuite™ (all from Life Technologies). All TaqMan Gene Expression assays are from Life Technologies and are listed in Additional file 9: Table S8.

### siRNA knockdown experiments

All the siRNA are from ON-TARGET*plus* siRNA SMARTpool (Healthcare/Dharmacon), listed in Additional file 10: Table S9. siRNA were dissolved in 1 × siRNA buffer and stored as 16 μM stock in –80 °C. One hour after cells were plated for differentiation, a final concentration of 50 nM of each siRNA pool was transfected with RNAi MAX with OPTIM-DMEM following manufacture’s protocols (Life Technologies). Each gene knockdown was performed with at least two replicates of experiments. FACS analysis was performed to measure the percentages of CXCR4^+^ and EGFP^+^ cells for each gene knockdown at 42–48 h post differentiation. The Differentiation Score is calculated as the (% of CXCR4^+^ cells)/(% of T-2A-EGFP^+^ cells). The score obtained from non-targeting control siRNA (as transfection control, arbitrarily set to 1), was used to normalize all the results obtained from individual gene-specific siRNA transfection experiments.

### PiggyBac vector construction and *KLF8* overexpression clones

The cDNA of *KLF8* was obtained from GeneCopoeia as Gateway Entry vectors (GC-T1091), and was subsequently cloned into a PiggyBac Gateway Destination vector using Gateway LR clonase (Life Technologies), placing *KLF8* downstream of a DOX-inducible promoter (*pB-TetO-KLF8*) as previously reported [57]. A separate PiggyBac vector encoding *pEF1a-rtTA-IRES-Puro* cassette (DOX-responsive transactivator along with puromycin resistance gene) was co-electroporated with *pB-TetO-KLF8* and *CMV-hyPBase* plasmids or *hyPBase* mRNA. For electroporation, 2.5 × 10^6^ of *H9-T-2A-EGFP* reporter cells were mixed with 30.0 μg of *pB-TetO-KLF8* plasmid, 1.5 μg of *pEF1a-rtTA-IRES-Puro* plasmid, and 1.5 μg of *CMV-hyPBase* in a total of 500 μL of cell/DNA suspension, transferred to a 4-mm cuvette (Bio-Rad), and electroporated with a Bio-Rad Gene Pulser Xcell. Electroporation parameters were 250 V, 500 μF, and infinite resistance. Cells were then plated into Matrigel-coated culture dishes in E8 medium supplied with 10 μM ROCK inhibitor Y-27632 (Tocris). Medium was changed daily. Puromycin selection (1.0 μg/mL) was applied three days after electroporation. Puromycin-resistant colonies were picked approximately seven days after drug selection was applied. Three independent clones with the most uniformed expression of *KLF8* upon DOX treatment (2.0 μg/mL) were selected for subsequent experiments. The vectors and their sequences are available upon request.

### Bulk RNA-seq library construction

Bulk RNA samples were collected at the time when the single-cell samples were processed. Cell pellets were lysed in Buffer RLT (Qiagen) and stored in –80 °C until RNA isolations. Total RNA of each cell type was purified using the RNeasy Kit (Qiagen). cDNA libraries were prepared and indexed with Illumina’s TruSeq RNA Sample Prep Kit v2 and sequenced on Illumina’s HiSeq 2500 system with 4–6 indexed samples per lane with 51 bp single-end reads.

### Read processing and mapping

Reads were mapped via Bowtie 0.12.8 [77] against the hg19 RefSeq reference (“NM_” designated genes and mitochondrial genes from the Illumina iGenomes annotation). The mapping allows up to two mismatches and up to 20 multiple hits. The expected counts and TPMs were quantified via RSEM 1.2.3 [78].

### Bulk data – snapshot of progenitor cell types

A total of 19 bulk samples from seven cell types were sequenced: duplicates for DEC, NPC, and TB; triplicates for H9, EC, and HFF; and four replicates for H1. The bulk RNA-seq data were normalized by median-by-ratio normalization.

### scRNA-seq data – snapshot of progenitor cell types

In total, seven cell types were considered. Cells having fewer than 5000 genes with TPM >1 were removed in quality control. A total of 1018 cells passed the quality control. In more detail, 212, 162, 138, 105, 159, 173, and 69 cells were considered in H1, H9, DEC, EC, HFF, NPC, and TB, respectively. The scRNA-seq data were normalized by median-by-ratio normalization. Genes with potential ordering effect (OE) were removed prior to downstream analyses. The OE genes were detected using OEFinder [79]. A gene is called OE if it has an OEFinder *p* value ≤0.01 in at least one cell type. A total of 392 OE genes were removed in various cell type datasets.

### Bulk data – time course experiment

Triplicates were sequenced from each of the six time points – 0 h, 12 h, 24 h, 36 h, 72 h, and 96 h. The bulk RNA-seq data were normalized by median-by-ratio normalization.

### scRNA-seq data – time course experiment

In total, six time points were considered. Cells having fewer than 5000 genes with TPM >1 were removed in quality control. A total of 758 cells passed the quality control. In more detail, 92, 102, 66, 172, 138, and 188 cells were considered in 0 h, 12 h, 24 h, 36 h, 72 h, and 96 h, respectively. The scRNA-seq data were normalized by median-by-ratio normalization. Genes with potential OE were removed prior to downstream analyses. A total of 536 OE genes were removed in the time course dataset.

### Bulk-supervised PCA

Previous publications showed that directly performing PCA on single-cell data may capture unwanted noise [80]. Therefore, bulk-supervised PCA were conducted to investigate differences between different cell types in the following manner. Denote the normalized bulk RNA-seq expression of gene *g* in sample *s* as *Y*_*g*_^*s*^. Prior to PCA analysis, for each gene *g*, the bulk RNA-seq expression values were rescaled to values with mean 0 and standard deviation 1 (denote as *Ỹ*_*g*_^*s*^). Similarly, denote normalized scRNA-seq expression of gene *g* in cell *j* as *X*_*g*_^*j*^ and denote the rescaled data as $$ {\tilde{X}}_g^j $$. We applied PCA on the rescaled bulk RNA-seq data and obtain loadings of PCs. Denote loading of gene *g* in PC *n* as *W*_*g*_^*n*^. The bulk-supervised PCA transformed data of cell *j* in PC *n* is then calculated as $$ {\displaystyle {\sum}_g{W}_g^n{\tilde{X}}_g^j} $$.

### Differential expression analysis in scRNA-seq time course data by SCPattern

SCPattern was used to identify genes with expression changes in the scRNA-seq time course data. For each gene, SCPattern calculates the posterior probability of being each possible expression path (e.g. Up-Up-Up-Up-Up, Up-Up-Up-Up-Down, etc.). A gene is called “differentially expressed” if its most likely path is not EE-EE-EE-EE-EE (EE, equal expression). A total of 3247 differentially expressed genes were identified in the scRNA-seq time course experiment listed in Additional file 4: Table S3. The development of SCPattern is detailed in a companion study [29]. Both SCPattern and its graphical interface implementation are freely available at https://github.com/lengning/SCPattern. The software is licensed under the terms of the Apache License 2.0.

### Additional software used in this study

To generate figures and text, the following software packages were used: Microsoft Word, Excel, and PowerPoint for Mac v14.5.6; Adobe Illustrator CSS v15.0.2; Endnote X7.3.1; and Prism 6 for Mac v6.0e. Fluidigm SINGuLAR Analysis Toolset (fluidigmSC v.3.0.3).

## Abbreviations

DE, definitive endoderm; DEC, definitive endoderm cell; DOX, doxycycline; EC, endothelial cell; EMT, epithelial-to-mesenchymal transition; ES, embryonic stem; FACS, fluorescence-activated cell sorting; GO, gene ontology; HFF, human foreskin fibroblast; NPC, neuronal progenitor cell; PCA, principal component analysis; scRNA-seq, single-cell RNA sequencing; TB, trophoblast-like cells

## Additional files

Additional file 1: Figure S1. Experimental outline and qualities of scRNA-seq on human ES-derived progenitors. **Figure S2.** PCA and heterogeneity analysis of human ES-derived progenitors. **Figure S3.** Characterizations of the impacts of hypoxia on DE differentiation. **Figure S4.** Quality control and PCA of time course scRNA-seq experiments. **Figure S5.** Genes used for Wave-Crest to reconstruct DE differentiation trajectory. **Figure S6.** Characterizations of *T-2A-EGFP* knock-in reporter. **Figure S7.** Summary of siRNA experiments and characterization of top candidate genes. **Figure S8.** Simulation results evaluating Wave-Crest. **Figure S9.** Monocle results on DE differentiation. **Figure S10.** Screenshot of Wave-Crest graphical user interface. **Supplementary Results** and **Supplementary Methods**. (PDF 2613 kb) Additional file 2: Table S1. List of genes used in Fig. 1c for hierarchical clustering. (XLSX 30 kb) Additional file 3: Table S2. List of the GO terms by Allez enrichment analysis. (XLSX 62 kb) Additional file 4: Table S3. List of SCPattern identified stage-specific 3247 genes. (XLSX 167 kb) Additional file 5: Table S4. List of 2178 genes used for Wave-Crest fishing step. (XLSX 54 kb) Additional file 6: Table S5. List of the top 150 genes identified by Wave-Crest fishing step. (XLSX 56 kb) Additional file 7: Table S6. List of kernel signals for Wave-Crest simulation studies. (XLSX 21 kb) Additional file 8: Table S7. List of the antibodies used in this study. (XLSX 43 kb) Additional file 9: Table S8. List of the DNA oligos and qPCR assays used in this study. (XLSX 32 kb) Additional file 10: Table S9. List of the siRNA used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

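RNA was measured by sequencing in 19 bulk libraries and 1018 single cells of the snapshot, and in 15 bulk libraries and 758 single cells of the time course. The snapshot held undifferentiated H1 and H9 cells, DE cells (labelled DEC), ECs, NPCs, TBs and HFFs. The time course held single cells of 0, 12, 24, 36, 72 and 96 h, and 3 bulk libraries each of 12, 24, 36, 72 and 96 h. Cell types and time points were taken from the sample labels and not from clustering, and batches of single cells from the labels too. Every library and every cell deposited as a column was used, and 0 columns were left out. In the authors' SMARTer libraries on Fluidigm C1 chips, no unique molecular identifiers were used.

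The files hold expected counts per gene as deposited by the authors, who made base calls with CASAVA 1.8.2, aligned reads with Bowtie 0.12.8 to hg19 RefSeq transcripts, with at most 2 mismatches and 20 hits per read, and estimated expected counts with RSEM 1.2.3. The values are not all whole, have at most 2 decimals and have unequal totals, so no scaling between libraries is included. The authors had removed cells with few detected genes before deposit, and the methods describe median-by-ratio normalization afterwards, which was applied anew here. The tables name 19097 genes, of which 45 that are not reported for human samples were left out of every table, which left 19052. The table of time course cells also holds 92 spike-in RNAs, which were used only for their share of the counts. The paper's discussion says that spike-ins were not used to control variability between cells.

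Totals ranged from 10020618 to 31426531 expected counts per bulk library of the snapshot and from 1544971 to 2264545 per bulk library of the time course. They ranged from 444747 to 12204433 per cell of the snapshot and from 120743 to 2872214 per cell of the time course. No libraries or cells were identical. The replicate numbers of the labels do not pair libraries across groups. Of 48 pairs of snapshot libraries with the same number in different groups, 1 had a correlation of residuals above 0.1, and of 30 pairs of time course libraries, 0 did.

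Size factors were medians of ratios over the 13566 genes above 0 in every bulk snapshot library, the 10577 genes above 0 in every bulk time course library, and the 1260 and 361 genes above 0 in every cell of the snapshot and of the time course. Bulk libraries and batch sums of single cells were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit and test, RLE factors, the filterByExpr filter on low counts) and adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05. All groups of an experiment shared 1 fit. The snapshot fit tested 16377 genes (biological coefficient of variation 0.174), the time course fit 11538 (0.200), the batch sums 17647 (0.726), and the time course with the H9 libraries of the snapshot 12179 (0.172). Each type of the snapshot was compared with the unweighted mean of the other 6 groups on the log2 scale, so a gene counted as higher can be higher still in another group, and H1 cells with the mean of DE cells, ECs, NPCs and TBs. Mean counts printed beside it for the other side are over libraries, so their ratio is not the fold change. Fold changes of genes at 0 in all libraries of a group depend on the prior count, and they are not given where that group is the whole other side. Where a mean over several groups includes such a group, they are given, and their size depends on the prior count. This holds in the batch sums for *CER1*, *GATA4* and *FOXA2*.

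The 25 gene lists covered pluripotency, primitive streak and mesendoderm, definitive endoderm, mesoderm, endothelium, neural progenitors, trophoblast, fibroblasts, visceral and yolk sac endoderm, NODAL and TGF-β signaling, BMP response, WNT signaling, epithelial-mesenchymal transition and migration, glycolysis, oxidative phosphorylation, glycogen metabolism, hypoxia, cell cycle, stress and immediate early genes, mitochondrial RNAs, the markers of Table S1, and 4 lists of genes fished by the study along the order of the cells. Lists, comparisons and alternatives were fixed before the data were examined, from background knowledge and the paper. Counts of lists that hold genes the paper names from these data are therefore not wholly independent of it. The lists of the study were chosen by it on these cells. A list was tested against all other genes by camera in limma 3.58.1 on log2 library-scaled counts with a prior count of 2 and a preset correlation of 0.01, and again with an estimated correlation, and adjusted over the 25 lists of a comparison. Counts over the list alone come from adjusting the p values of its genes among themselves.

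Genes were named by a rule set at the same point, although the values in Tables S1, S3 and S5 had been seen. Named were every gene the paper names for these experiments and, for DE cells and for neighboring time points, the 10 largest rises and the 10 largest falls among called genes with a mean of at least 50 in the higher group and no overlap between the libraries. Up to 4 members of each described list and the genes of Fig. 3d were also named. In the comparison of DE cells, *FOXA2* and *AFP* fall outside this rule and were chosen after their values were seen.

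Principal components of the snapshot were computed from the bulk libraries over 18006 genes, each scaled without a log, and the cells were scaled the same way and projected. The DE component was the one of the first 6 on which the DE bulk libraries lay farthest from the others. Nearest neighbors were 10 cells, over the first 5 components in the snapshot and over the first 2 in the time course. Similarity of cells was the median rank correlation between cells of a batch over 12466 genes with a mean of at least 10. A cell expressed a gene at a normalized expected count of at least 1, or at least 10 as the alternative, and intervals of shares are exact 95% binomial intervals that cover counting error alone. Random lists (10000) were drawn from 20 bins of expression. The order of 36 h cells was a reimplementation of the Wave-Crest step, with 20000 random swaps tried, and the 4 markers named in the text out of the 8 used in the study. The paper's text names no polynomial degree, and a degree of 3 was used. The lists of genes fished by the study were tested for the sign of their slope along this order.

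Gene length, GC content and positions came from GRCh37 gene annotation, in which 18641 of the 19052 genes (97.84%) were found. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

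The tests were checked on simulated data with 100 genes changed by 2-fold and 100 by 4-fold. In the comparison of DE cells, 83 and 99 of these were called, with 16 false calls among 16177 unchanged genes. In the comparison of 24 with 12 h, 42 and 81 were called, with 8 false calls among 11338. In that of 96 with 72 h, 46 and 83 were called, with 4 false calls. In the batch sums, 6 and 45 were called, with 3 false calls among 17447. The order of 200 simulated cells in 4 blocks had a mean rank correlation of 0.882 with the true order.

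Alternatives fixed in advance were TMM factors, no filter on low counts, DESeq2 1.42.0, a replicate block, a log2 fold change above 1 as well, HFFs left out, only the groups compared in the fit, and each library left out in turn. For lists the alternative was the estimated correlation. For cells they were log2 values, Pearson correlation, cells thinned to 1833621 counts in the snapshot and 520258 in the time course, a threshold of 10, and other seeds, degree and ranking for the order. Offsets per library for GC content and gene length, and the split of 96 h cells by spike-in share, were added after the data were seen. Where a fit left a group with a single library, that library was assumed to vary like those of the other groups. The experiments under hypoxia, with the reporter lines, with siRNA and with overexpression have no values here and were left out. The full figures of the supplement were not held, and Tables S3 and S4 were held only in part.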

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

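The test of GC content and gene length at 72 h, the test of missed *T* transcripts, and the split of 96 h cells by spike-in share were chosen only after the result was seen.

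In the undifferentiated H1 cells, *HAND1* and *GATA6* were each at 0 in 3 of the 4 bulk libraries and above 0 in the remaining one. The normalized count above 0 was 2.1 for *HAND1* and 8.737 for *GATA6*, and whether both came from the same library was not checked. The gap between the highest library and the nearest other, divided by the whole range, was 1 for both genes, above the critical value of 0.83 for 4 samples. Any gene at 0 in 3 of 4 libraries gives 1, so these marks carry no further information. Chance marks about 1 in 20 groups in this way, and 17 quantities were tested, so a mark or more is what chance gives. The counts are too low to say more, and groups of 3 or 2 libraries were not tested.

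Spike-in RNA, which the paper does not analyse, took a share of the counts that differed between time points. Its median share was 4.2% in 0 h cells, 5.18% in 36 h cells and 7.58% in 72 h cells, and it was 0.0398% at 12 h and 0.203% at 24 h. At 96 h it ranged from 0.124% to 35.2%. The ranges were 1.91% to 13.5% at 0 h, 0% to 0.325% at 12 h, 0.015% to 2.02% at 24 h, 2.57% to 38.1% at 36 h and 3.59% to 27.4% at 72 h. All cells of 12 and 24 h thus lay below all cells of 36 and 72 h, so a difference of single cells between 24 and 36 h is also one between low and high spike-in shares. All cells of 12 h likewise lay below all cells of 0 h, so a difference between 0 and 12 h is also one between high and low shares.

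The bulk library of replicate 2 at 72 h stood apart from replicates 1 and 3, and leaving it out raised the genes called between 72 and 96 h from 341 to 1510. GC content and gene length explained 48.6% of the variance of its log2 deviation from the other replicates over 6461 genes, against 41.3% for replicate 1 and 5.79% for replicate 3. The deviation also followed the change from 36 to 96 h backwards, with a slope of -0.213, which was -0.0907 with GC content and length in the model. Against the mean of all 15 libraries, however, GC content and length explained 4.07% for replicate 2, 26.2% for replicate 1 and 11.1% for replicate 3. This argues against replicate 2 being the library most biased by them. Replicate 1 is part of the mean from which the 48.6% was taken, so that value does not tell which of the libraries is biased. A bias by GC content and length, which is technical, and an earlier stage of the cells in that library, which is biological, may both contribute, and they stay open.

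The 96 h cells with low spike-in shares lay apart from 72 h cells. Depth is argued against, because with all cells thinned to 1 depth the share of 72 h neighbors still differed by 33.8 percentage points between the groups of 96 h cells. A later stage is argued against too, because the genes called between 72 and 96 h in bulk moved by a signed median of -0.0895 between the groups, where random genes given the same signs spanned -0.133 to 0.106 and the step from 72 h to the cells with high shares gave 0.738 (271 genes). A difference between library runs stays open as a candidate explanation, since over 6040 genes flat in bulk from 24 to 36 h the differences between low and high shares correlated by 0.305 across genes, which are not independent replicates. The same correlation was -0.178 over 6079 genes for 12 against 24 h, where both sides have low shares.

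Judged by *T* alone, the 36 h cells appeared further along than the 36 h bulk libraries, with *T* in 50.0% of cells while bulk *T* was at 412.8. A share of cells and a bulk mean are not the same measure. Missed transcripts are argued against, because *T* was found in 100% of 24 h cells, which had a median of 7753 detected genes at equal depth against 9073 in 36 h cells. The paper's methods state that bulk RNA was taken while the single cells were being processed. That the captured cells were at a later stage than the bulk culture stays open. Over 1761 genes that change in bulk only from 36 to 72 h, the single cells had already moved from 24 to 36 h by a signed median of 0.275, between the bounds set for and against it, with 0.555 for rising genes and 0.0364 for falling genes. Library runs with low and high spike-in shares separate the same times, so they cannot be told apart from the stage here.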

How the results depend on the processing

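Offsets for GC content and gene length were chosen only after the result was seen, and the other alternatives were planned.

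Every count of changed genes in bulk kept within 1.5 times its value under TMM factors, no filter on low counts and DESeq2. The replicate block gave 7982 genes for DE cells, 10532 for ECs, 464 from 12 to 24 h, 815 from 24 to 36 h, 5133 from 36 to 72 h and 249 from 72 to 96 h. With HFFs left out, the counts for the 4 progenitors also kept within that bound. In the batch sums, DESeq2 gave 3229 genes (1942 higher and 1287 lower) against 2139 (1673 and 466, the cause was not tested), and the batch number as a replicate block gave 1580.

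Requiring a log2 fold change above 1 as well left 3941 genes for DE cells, 5238 for ECs, 4847 for NPCs, 5083 for TBs, 5804 for H1 cells, 3306 from 36 to 72 h, 220 from 72 to 96 h and 4370 for 12 h against H9 cells, by its construction. With only the groups compared in the fit, 1428 genes changed from 12 to 24 h, 2258 from 24 to 36 h and 62 from 72 to 96 h. The shared fit takes 1 spread per gene from all 15 libraries. The libraries of a time point differed by 1.86 to 3.45 times the counting noise up to 36 h. At 72 and 96 h they differed by 4.25 to 31.5 times. A shared spread may thus be too wide early and too narrow late, so that the 341 may be too many, but the cause was not tested. Offsets for GC content and gene length gave 652 genes from 72 to 96 h, 340 of them among the 341, 5364 from 36 to 72 h, 4294 of them among the 5255, and 577 higher and 631 lower from 24 to 36 h against 516 and 367, and the cause was not tested.

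Leaving out 1 library gave 5924 to 8874 genes for DE cells, 9872 to 11249 for ECs, 7971 to 10461 for NPCs, 7789 to 10358 for TBs, 10956 to 11805 for H1 cells, 4329 to 6195 from 36 to 72 h, 6145 to 6278 for 12 h against H9 cells and 1357 to 1440 in the batch sums (1357 without DE batch 1). From 12 to 24 h the range was 310 to 346 against 519, with 331, 322 and 310 without 12 h replicates 1, 2 and 3 and 344 and 345 without 24 h replicates 1 and 3. From 24 to 36 h it was 588 to 628 against 883, with 588 without 36 h replicate 1. From 72 to 96 h it was 206 to 1510 against 341, with 555, 1510 and 206 without 72 h replicates 1, 2 and 3 and 218 without 96 h replicate 3. The causes were not tested.

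From 72 to 96 h, *POU5F1* reversed from a log2 fold change of 0.346 (adjusted p = 0.771) to -1.21 without 96 h replicate 1 (adjusted p = 0.00366, range over its alternatives 0.00366 to 0.977), and leaving out a library gave -1.21 to 0.781. That replicate had 139.5 normalized counts of *POU5F1*, against 24.4 and 17.1 in the others. Of 303 results for named genes under 4377 settings, 61 settings lost a call, 30 gained one and 1 reversed, in 40 results. Leaving out 72 h replicate 2 changed 10 calls, 24 h replicate 2 changed 9, DESeq2 7 and only the groups compared 11.

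With an estimated correlation, 23 of 46 list calls in 5 comparisons held, and the cause was not tested. All DE cells (100%) lay beyond every other cell on the fifth component, with 93.5% without DE replicate 1 and 100% without replicate 2. Within-type similarity moved by less than 1 SD between batches except in ECs, where cells thinned to 1 depth gave 0.551 against 0.573, and the cause was not tested. TBs have a single batch and so no such SD, and gave 0.5864 against 0.5973.

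The order of 36 h cells depended on the setting. Of the published up genes, 14 of 66 had a positive slope from the first random start, against 24, 29, 22 and 39 from seeds 2 to 5, 27 with a quadratic, 55 on log2 values and 47 with cells ranked by the markers, and the cause was not tested. Of the down genes, 65 to 79 of 84 had a negative slope in every setting, though not always the same genes. *HOXB6* and *PA2G4* had slopes of 0.0537 and 0.179 from the first start and below 0 in the other settings. Rank correlations of these orders with the first ranged from 0.384 to 0.782. The error of the order was 2.993 from the first start and 2.989, 2.99, 2.988 and 3.001 from seeds 2 to 5, so the first was not the best of the starts, and it is reported because the plan named it. Of 540 settings of the 162 shares of cells, 427 kept the share within its interval. Shares of 50% or more numbered 78 at a threshold of 10, 102 with cells scaled to the median total and 98 at equal depth.

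Depth limits which genes are found in a cell, as the shares at equal depth show. The number of cells limits low shares, since 0 of 92 cells has an upper limit of 3.93%. The spread between batches (biological coefficient of variation 0.726) limits the batch sums, where 45 of 100 simulated genes changed by 4-fold were called. No alternative of the plan was left out.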

Differences from the paper's values

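Offsets for GC content and gene length, and the comparison with the genes held of Table S3, were chosen only after the result was seen.

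The numbers of genes that changed between neighboring times are not counted alike. The paper took single cells as replicates and called a gene by its most probable path, and here bulk libraries are the replicates and a gene is called at an adjusted p under 0.05. From 12 to 24 h, the paper reports 830 genes, and 519 were called here. Of the alternatives set before the data were examined, DESeq2 (603) came within 1.5 times of the paper's count and none of the others did, with 371 when a log2 fold change above 1 was asked as well, 514 with TMM, 538 without a filter, 464 with the replicate block, 1428 with only the groups compared in the fit and 310 to 346 with a library left out. The offsets, chosen after seeing the values, gave 689, also within 1.5 times. The first 1999 genes of Table S3, by name, are held, and of those it calls in this interval 388 were tested in bulk, of which 332 were not called here and 327 were not called with the offsets. All 56 called here changed in the paper's direction. From 24 to 36 h, 696 such genes were tested, of which 506 were not called here and 190 were, 7 of them against the paper's direction.

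From 36 to 72 h, the paper reports 466 genes, and 5255 were called here. No alternative came within 1.5 times (3306 to 6195). Of 287 genes that the held part of Table S3 calls and bulk tested, 249 were called here, 248 of them in the paper's direction. From 72 to 96 h, the paper reports 11 genes, and 341 were called here. No alternative came within 1.5 times (62 to 1510). Of 6 such genes, 4 were called here, all in the paper's direction.

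The study lists 66 genes as fished and rising along the order of 36 h cells, and 14 of them had a positive slope here. The paper's order was built on 8 markers, and the order here on the 4 that its text names. Of the alternatives set before the data were examined, log2 values (55) and cells ranked by the markers (47) came within 1.5 times of that number, and the quadratic (27) and seeds 2 to 5 (24, 29, 22 and 39) did not. Of the 84 genes that it lists as falling, 72 had a negative slope.

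The paper describes a general fall over time in the number of changed genes, though not at each step. In bulk, the counts were 519, 883, 5255 and 341 in order of time, and the third interval had the most in every setting.

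In the paper, *POU5F1* falls step by step over the course. The mean in single cells was 142.5 at 0 h, 314.2 at 12 h, 214 at 24 h, 40.63 at 36 h, 22.21 at 72 h and 14.19 at 96 h (9.02 and 18.02 in cells with low and with high spike-in shares), so that it was highest at 12 h. Spike-in shares separate all 0 h cells from all 12 h cells, so the rise between them cannot be told apart from a difference in spike-in share. In bulk, *POU5F1* was lower at 12 h than in H9 cells (-0.97, adjusted p = 0.0126, range over its alternatives to 0.111), in the paper's direction.

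The paper also has *CXCR4* and *SOX17* go on rising after 36 h. Their shares of cells rose from 27.3% and 31.4% at 36 h to 54.3% and 65.9% at 72 h, and were 43.1% and 61.2% at 96 h. From 72 to 96 h, the mean of *SOX17* went from 27.22 to 35.33 and that of *CXCR4* from 47.13 to 32.28. In 96 h cells with low and with high spike-in shares, the mean of *SOX17* was 53.47 and 21.89 and that of *CXCR4* 28.82 and 34.84, so that *SOX17* was above its 72 h mean only in those with low shares. *CXCR4* was present in 35% and 49.1% of these groups, and *SOX17* in 68.8% and 55.6%.

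Within 36 h, the paper places cells with *CXCR4* and *SOX17* late in the order. From the first random start, *CXCR4* was present in 19 of the first 57 cells and 15 of the last 57, and *SOX17* in 24 and 12. All 7 other settings put more of them in the last 57 cells, with 4 against 34 for *CXCR4* and 2 against 37 for *SOX17* on log2 values. Both genes are markers that build the order. The paper also finds these cells nearly apart from cells high in *T* and *POU5F1*. The paper states no threshold for high. With high taken as above the median, which for *T* was a count of 0.956 and so barely detected, *T* was high in 53.2% of cells with *CXCR4* and 48.8% of cells without it, and *POU5F1* in 46.8% and 51.2%. For *SOX17*, *T* was high in 46.3% of cells with it and 51.7% of cells without it.

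The paper counts *OTX2* among the rising genes of 36 h. Its slope was -0.228 from the first random start, 0.221 on log2 values, 0.181 with a quadratic, 0.131 from seed 5 and 0.108 with cells ranked by the markers, and below 0 from seeds 2 to 4.

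The paper names *MSX2* among genes high at 24 h. In bulk its change from 12 h did not pass the test (0.27, adjusted p = 0.839), while it was expressed in 73.5% of cells at 12 h and 92.4% at 24 h.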

Other observations

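No test in this part was chosen only after the result was seen, and the genes named within lists were picked after their values were seen.

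Between 36 and 72 h, more genes of fibroblasts, of vessels and of low oxygen were higher than lower, and more cell cycle genes were lower than higher. Lumican and lysyl oxidase, encoded by *LUM* and *LOX*, organize and cross-link collagen, *VWF* and *TEK* encode von Willebrand factor and an angiopoietin receptor of endothelium, *BNIP3* and *PDK1* are induced by HIF and restrain mitochondria, and *MCM2* and *CENPF* act in DNA replication and mitosis. In bulk, 7 of 10 fibroblast genes were higher at 72 h and 1 was lower (7 and 1 over the list alone, camera adjusted p = 0.00283, and 0.0452 with an estimated correlation). *LUM* had 1696 ± 749 normalized counts (SD, n = 3) against 1.37 at 36 h (log2 fold change 10.17, adjusted p = 7.05e-12), and *LOX* had 90.9 against 1.44 (5.67, adjusted p = 8.17e-07). Of 8 endothelial genes, 6 were higher and 1 lower (6 and 1 over the list alone, camera adjusted p = 0.00661, and 0.0889 with an estimated correlation), with *VWF* at 43.5 ± 27.6 against 2.44 (4.14, adjusted p = 3.44e-05) and *TEK* at 78.6 ± 8.49 against 7.62 (3.33, adjusted p = 6.75e-07). Of 20 hypoxia genes, 13 were higher and 4 lower (13 and 4 over the list alone, camera adjusted p = 0.0114, and 0.15 with an estimated correlation). *BNIP3* (2.59, adjusted p = 4.64e-08) and *PDK1* (1.97, adjusted p = 3.83e-06) rose, whereas *EGLN3*, an oxygen sensor that HIF induces, fell from 522 to 71.3 (-2.87, adjusted p = 1.21e-10). Of 21 cell cycle genes, 3 were higher and 11 lower (3 and 11 over the list alone, camera adjusted p = 0.00255, and 0.0253 with an estimated correlation), with *MCM2* at 49.5 against 205 (-2.04, adjusted p = 8.73e-08) and *CENPF* at 439 against 1172 (-1.41, adjusted p = 1.15e-05). Replicate 2 at 72 h stood apart from the other libraries of that time.

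DE cells carried apolipoprotein transcripts, which liver and yolk sac also make. *APOA2* had 1472 ± 10.01 in bulk DE cells (SD, n = 2) against 2.1 in the mean of the other 17 libraries (9.97, adjusted p = 5.84e-14), and *APOA1* had 2269 ± 291 against 16.3 (8.07, adjusted p = 1.02e-15), while *AFP*, alpha-fetoprotein, had 7.3 against 30 (-0.45, adjusted p = 0.714). Of 7 visceral and yolk sac endoderm genes, 2 were higher (2 over the list alone, camera adjusted p = 0.723). *BMP2* had 5774 ± 238 against 281.5 (4.72, adjusted p = 3.57e-11), among 9 higher and 4 lower of 13 BMP response genes (9 and 4 over the list alone, camera adjusted p = 0.0525). Among 22 hypoxia genes, 10 were higher and 3 lower (10 and 3 over the list alone, camera adjusted p = 0.0525), with *BNIP3* at 2.48 (adjusted p = 6.88e-08) and *EGLN3* at 2.69 (adjusted p = 2.72e-05).

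Several other lists did not pass camera in DE cells. That of the study's rising fished genes passed with the preset correlation alone. Higher and lower genes numbered 3 and 4 of 14 for fibroblasts (adjusted p = 0.0774), 4 and 4 of 18 for trophoblast (0.457), 8 and 3 of 19 for neural progenitors (0.954), 9 and 4 of 19 for pluripotency (0.201), 5 and 5 of 21 for the cell cycle (0.954) and 4 of 13 higher for stress and immediate early genes (0.49). Of the genes that the study fished on 36 h cells of this course, 29 rising genes were higher and 12 lower of 66 (0.0256, and 0.349 with an estimated correlation), and 26 falling genes were higher and 22 lower of 84 (0.686), while the top 25 gave 9 and 3 for rising (0.109) and 5 and 9 for falling genes (0.919). Mitochondrial RNAs were lower at 12 h than in undifferentiated H9 cells, sequenced with other libraries, for 10 of 13, with 1 higher (0.0159, and 0.554 with an estimated correlation).

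Over the last day of the course, *PLVAP*, of vessel diaphragms, rose from 7.48 to 96.9 (3.66, adjusted p = 1.38e-04), and *ASS1*, of arginine synthesis, fell from 375.5 to 81.99 (-2.19, adjusted p = 2.95e-05). *OAS1*, an interferon-induced enzyme, fell to 13.2 (-2.99, adjusted p = 4.51e-04).

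For 2 comparisons, the real grouping of libraries gave more genes than every other split drawn. These counts come from separate fits of 2 groups, so they are not the counts given elsewhere. The other splits mix cell types, so the real grouping could be expected to rank first. Chance between cultures cannot be judged from it, since no record states that the libraries came from separate cultures. The grouping of ECs gave 2710 genes against at most 746 over the other splits, and that of H1 cells 5695 against at most 2894, each with 1 of 100 splits as large. With 3 libraries on each side there are 10 splits, too few to exclude chance. There the real grouping gave 1428 genes against at most 7 from 12 to 24 h, 2258 against 0 from 24 to 36 h, 3871 against 0 from 36 to 72 h, 62 against 3 from 72 to 96 h and 9478 against 0 for 12 h against H9 cells, with 1 split of 10 as large each time.

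Genes that passed the test, with a mean of 50 or more and no overlap of libraries, numbered 934 higher and 439 lower in DE cells and 1819 and 1822 from 36 to 72 h. With 3 libraries a side, 10% of unchanged genes separate so by chance.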
